# Rac2 Controls Tumor Growth, Metastasis and M1-M2 Macrophage Differentiation *In Vivo*

**DOI:** 10.1371/journal.pone.0095893

**Published:** 2014-04-25

**Authors:** Shweta Joshi, Alok R. Singh, Muamera Zulcic, Lei Bao, Karen Messer, Trey Ideker, Janusz Dutkowski, Donald L. Durden

## Abstract

Although it is well-established that the macrophage M1 to M2 transition plays a role in tumor progression, the molecular basis for this process remains incompletely understood. Herein, we demonstrate that the small GTPase, Rac2 controls macrophage M1 to M2 differentiation and the metastatic phenotype *in vivo*. Using a genetic approach, combined with syngeneic and orthotopic tumor models we demonstrate that Rac2-/- mice display a marked defect in tumor growth, angiogenesis and metastasis. Microarray, RT-PCR and metabolomic analysis on bone marrow derived macrophages isolated from the Rac2-/- mice identify an important role for Rac2 in M2 macrophage differentiation. Furthermore, we define a novel molecular mechanism by which signals transmitted from the extracellular matrix via the α_4_β_1_ integrin and MCSF receptor lead to the activation of Rac2 and potentially regulate macrophage M2 differentiation. Collectively, our findings demonstrate a macrophage autonomous process by which the Rac2 GTPase is activated downstream of the α_4_β_1_ integrin and the MCSF receptor to control tumor growth, metastasis and macrophage differentiation into the M2 phenotype. Finally, using gene expression and metabolomic data from our Rac2-/- model, and information related to M1-M2 macrophage differentiation curated from the literature we executed a systems biologic analysis of hierarchical protein-protein interaction networks in an effort to develop an iterative interactome map which will predict additional mechanisms by which Rac2 may coordinately control macrophage M1 to M2 differentiation and metastasis.

## Introduction

Rac2 is a well-studied small GTPase that is known to function in hematopoietic and endothelial cell integrin and immunoreceptor signaling [1], [2]. Rac2 belongs to a family of 3 highly conserved Rac proteins, Rac 1, 2 and 3 [3], [4]. Rac2 is only expressed in hematopoietic and endothelial cells whereas Rac1 and Rac3 are ubiquitously expressed in mammalian systems [3], [4], [5]. Despite the high degree of sequence conservation among the three Rac isoforms, the Rac2 knockout mice display a number of hematopoietic defects mostly in the context of blood cell-specific receptor function or hematopoietic-specific effector mechanisms and also in kinase pathway-activated cell survival [1], [2], [6], [7], [8]. Rac2-deficiency has also been shown to impact B- and T-cell migration, activation, development (to a lesser extent in T-cells) [9], [10], [11], [12] and, in some reports, T-cell differentiation into T-helper type 1 (Th1) cells [9]. Recent reports also suggest the contribution of Rac2 to host defense responses *in vivo* [6], [10], [13]. Our laboratory reported that Rac2 is important in macrophage and endothelial cell migration on specific provisional matrix proteins like vitronectin or fibronectin via α_v_β_3_ or α_4_β_1_ integrins, respectively and mediates signaling downstream of these specific integrins. We also demonstrated as a control that Rac2 knockout Mθ and ECs are normal with regard to migration on intact triple helical collagen via α_2_β_1_ integrins [1], [2]. Interestingly, the angiogenic defect we reported in the Rac2 knockout mouse model [1] seems to reflect a specific defect in postnatal angiogenesis in that these mice have no developmental angiogenic/vasculogenic defect. These findings suggest an interesting **hypothesis**; that Rac2 has evolved in macrophages to represent a novel mechanism by which certain growth factors and the provisional integrins, α_4_β_1_ and α_v_β_3_, regulate the postnatal adaptive stromal angiogenic/wound healing response [14], [15], [16], [17].

Tumor inflammation has emerged as an important topic in cancer biology [18]. A defining feature of tumor inflammation is the polarization of M1 into M2 macrophages which promotes tumor growth, angiogenesis, invasion and metastasis. M1 macrophages are IL-12high, IL-23high, IL-10low; produce high levels of inducible nitric oxide synthetase (iNOS); secrete inflammatory cytokines such as IL-1β, IL-6, and TNF; and are inducer and effector cells in Th1 type inflammatory responses [19]. In contrast, M2 macrophages are involved in polarized Th2 inflammatory reactions and characterized by expression of arginase-1 and mannose and scavenger receptors [19], [20]. The separation of macrophages into populations of M1 and M2 subtypes is likely to represent a somewhat inexact and artificial classification, since macrophages display a high degree of heterogeneity and plasticity and a number of diverse phenotypes under different physiologic and pathologic conditions [21]. Therefore, investigators have suggested that Mθ differentiation is best represented as a bidirectional continuum and not by just two defined subgroups, M1 and M2 [22].

Although recent landmark reviews throw light on the signaling pathways connecting inflammation to cancer, the mechanism(s) that control the M1-M2 transition remain to be determined [23], [24], [25]. Moreover, many questions remain as to how signals are transmitted from the extracellular milieu to regulate the M1 to M2 transition, and how different myeloid cells exert control over tumor growth, invasion and metastasis. In this report, we have discovered a novel signaling pathway within the tumor microenvironment (TME) downstream of the MCSF receptor, the extracellular matrix and the α_4_β_1_ integrin in which Rac2 is necessary and sufficient to control, in a macrophage autonomous manner, tumor progression including the processes of tumor growth, invasion, angiogenesis, metastasis and polarization of M2 macrophages.

## Results

### Rac2 promotes tumor growth, angiogenesis and invasion

As tumor growth, angiogenesis and invasion are prerequisites to tumor progression and metastasis, we first examined the effects of homozygous Rac2 deletion on these three phenotypes. Our initial observation was that tumor growth of 4 different syngeneic tumors which included: Lewis lung carcinoma (LLC), B16 melanoma and neuroblastoma (9464D) was significantly reduced in the Rac2-/- mice. (Figure 1A–B p<0.001). In a previous report, we observed a postnatal neovascularization defect in Rac2-/- mice [1]. This prompted us to determine if the reduced tumor growth observed in the Rac2-/- mice reflected an alteration in tumor-induced angiogenesis. Interestingly, our immunofluoresence analysis of microvessel density using CD31 staining showed that angiogenesis was greatly reduced in subcutaneously implanted LLC and B16 tumors in the Rac2-/- mice compared with WT animals (P<0.05; Figure 1C). More recently, we and other laboratories have confirmed that these Rac2-/- mice do not exhibit any defects in organ development. In this regard, we have performed an extensive set of experiments to evaluate whether Rac2 loss would disrupt the regulation of normal embryonic angiogenesis using experiments designed to evaluate the delicate processes that regulate the neovascular response within the neonatal retina (Figure S1A). From our results, we conclude that Rac2 is not required for angiogenesis during normal development but is required for the postnatal adaptive angiogenic responses involving wound healing [1] and/or tumorigenesis. These data clearly establish a role for Rac2 in tumor growth and postnatal tumor-induced angiogenesis. During the course of our tumor growth experiments we noted that tumor growth in the Rac2-/- mice appeared more encapsulated as compared to the invasive properties of subcutaneous tumor growth in the wild type mice, an observation which led to us to question whether Rac2 deletion may have an effect on the local invasive properties of tumor *in vivo*. We designed experiments to evaluate the invasive edge of subcutaneously implanted tumor cells into and through the muscularis layer of the body wall. H & E staining clearly shows a marked increase in tumor invasion within the muscularis layer in WT animals as compared to Rac2-/- animals injected with LLC tumors (Figure 1D). Taken together, these results suggest an important role for Rac2 in tumor growth, angiogenesis and invasion.

**Figure 1:**
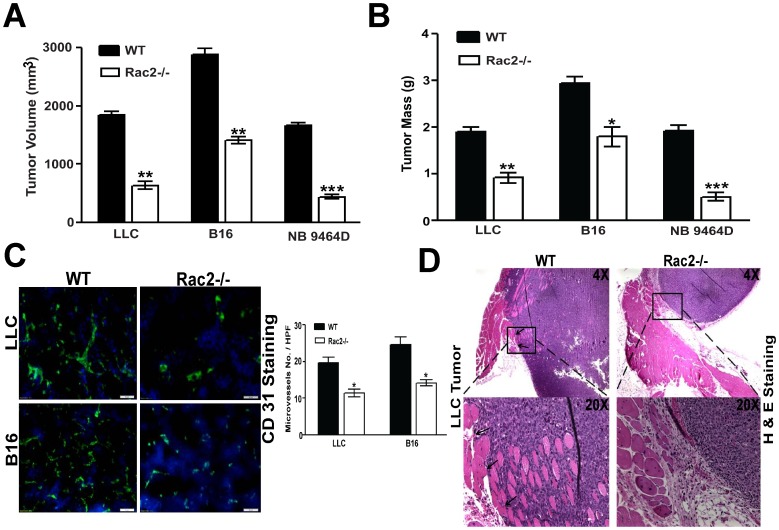
Rac2 promotes tumor growth, angiogenesis and invasion. (A & B) WT and Rac2-/- mice (n = 8-10) were subcutaneously implanted with 1×10^5^ LLC, B16F10 and 2×10^6^ NB9464D cells on the dorsal flank. Tumor growth was monitored regularly, until tumors were harvested on day 21. Mean tumor volume (A) and mass (B) for each group (n = 8) is plotted. Graphs present mean ± SEM of 8 mice in each group. Statistical significance is assessed by two sample *t*-test where *denotes *P*<0.05, ** denotes *P*<0.01 and *** denotes *P*<0.001. Experiment was repeated 7–8 times with similar results. (C) Left panel shows representative immunofluorescent staining of tumor vasculature by CD31 (green) and counterstain by DAPI (blue) on frozen tumor sections of LLC and B16 tumors implanted subcutaneously in WT and Rac2-/- mice. Right panel shows reduced microvascular density (MVD) in tumors isolated from Rac2-/- animals as compared to WT animals. MVD was determined by counting the number of microvessels per high-power field (HPF) in the section with an antibody reactive to CD31. Microvessels were counted blindly in 5–10 randomly chosen fields and data is representative of three independent experiments with 4–5 mice. * *P*<0.05 vs. WT. (D) H & E stained images (magnification 4X and 20X) showing invasive interface between the skin and muscularis layer of subcutaneous implanted LLC tumor into WT and Rac2-/- animals. The invasive interface is shown by arrows. Same results were obtained with 7–8 mice in each group and experiment is repeated 7–8 times.

### Rac2 promotes tumor metastasis

Tumor invasion is a preliminary step for metastasis; hence we used both experimental as well as spontaneous metastasis mouse models to examine metastasis in the Rac2-/- mice. B16F10 is considered a reliable method to study experimental metastasis in the C57BL background [26]. We observed a marked increase in metastatic foci in the lungs of WT mice compared with an 80% reduction in the number of nodules in Rac2-/- mice injected with B16F10 melanoma (p<0.001; Figure 2A–B). Moreover, we observed a significant reduction of tumor growth in orthotopic pancreatic Panc02 carcinoma, a model used to study spontaneous lymph node metastasis (P<0.05; Figure 2C–D). Importantly, Rac2-/- mice orthotopically implanted with Panc02 cells in pancreas display a marked reduction in regional colonic lymph node metastasis (Figure 2D & Figure S2) suggesting an important role for Rac2 in controlling spontaneous lymph node metastasis.

**Figure 2:**
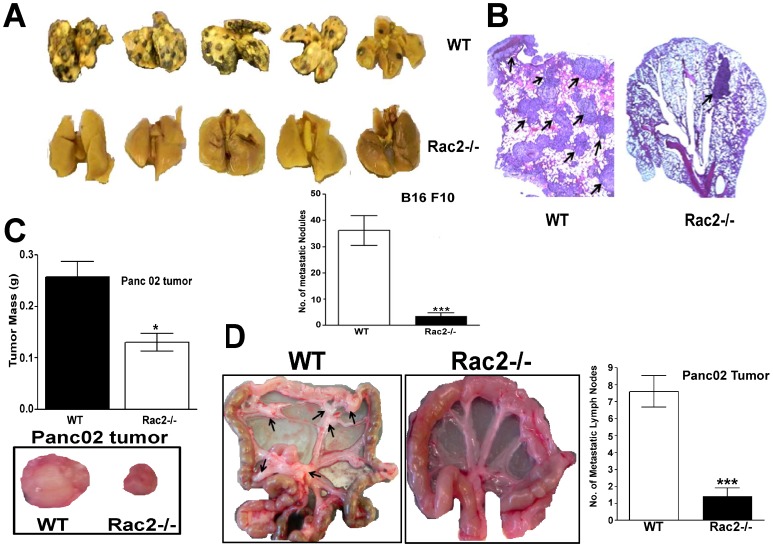
Rac2 promotes both experimental as well as spontaneous metastasis. (A) Experimental metastasis of B16 melanoma cells in WT and Rac2-/- mice (n = 5). B16 F10 melanoma cells (5×10^5^ cells) were injected through the tail vein, and after 15 days, the lungs were removed and the photographs were taken shown as upper panel in the figure. Lower panel shows mean number of tumor nodules visible on the surface of the lungs in WT and Rac2-/- mice. Surface tumor nodules in lungs were counted under dissecting microscope. Values are mean ± SEM (*n* = 5 or 6; *P*<0.001; pair wise two-sided Student's *t* test). A marked suppression in the number of metastatic nodules was observed in Rac2-/- mice.(B) H&E-stained lung tissues demonstrating large macroscopic nodules (black arrows) were greatly increased in number and size in the WT vs. Rac2-/- mice, 15 d after B16 tumor cell injection. (C) Upper panel shows tumor mass of pancreatic tumors implanted orthotopically in WT and Rac2-/- mice. Panc02 (1×10^6^) cells were injected in the pancreas of WT and Rac2-/- mice (n = 10). Tumors were removed 30 days after tumor implantation. Values are mean ± SEM (*n* = 10; P<0.05; pair wise two-sided Student's *t* test). Bottom panel shows representative images of pancreatic tumors isolated from pancreas of WT and Rac2-/- mice. (D) Left panel shows macroscopic view of Panc02 metastatic mesenteric lymph nodes from WT and Rac2-/- mice. Right panel shows number of metastatic mesenteric lymph nodes/mesentery. Values are mean ± SEM (*n* = 5 or 6; P<0.001; pair wise two-sided Student's *t* test). The data are representative of three independent experiments performed.

### Role of Rac2 in macrophage migration, extravaseation and α_4_β_1_/CSF1 receptor signaling

Our results clearly establish a requirement for Rac2 in tumor growth, invasion and metastasis. The question which now strikes out to be answered is how this small GTPase, which is specifically expressed in the hematopoietic compartment, modulates tumor growth, metastasis and the M1 to M2 transition in macrophages? A growing body of evidence suggests that Mθs are frequently found to infiltrate tumors and have been linked to diverse tumor-promoting activities [27], [28]. Hence, we investigated if there is any defect in the recruitment of macrophages in the tumor in these Rac2-/- mice or if this GTPase modulates the phenotype of macrophages recruited into the tumor via some other mechanism? We reasoned that specific cell surface receptors e.g. certain integrins and/or growth factor receptors in the TME (e.g. MCSF receptor) could signal through Rac2 to orchestrate macrophage differentiation and promote metastasis *in vivo*. Previous work from our laboratory demonstrated that specific α_4_β_1_ and α_v_β_3_/α_v_β_5_ integrin directed migration in macrophages requires Syk and Rac2 [2]. In order to gain insight into the specificity of this signaling axis, we examined the extent to which integrin-specific engagement in macrophages leads to migration and the activation of Rac2 by quantitating Rac2-GTP levels following adhesion of WT macrophages to different extracellular matrices. The most dramatic effect is observed with the H296 a ligand for α_4_β_1_ followed by VN ligand for α_v_β_3_ (Figure 3A, left panel). Importantly, the defect in Rac2 activation directly correlates with quantitative data related to the effects of Rac2 deficiency on α_4_β_1_ vs. α_5_β_1_ dependent macrophage migration. In contrast, engagement of α_5_β_1_ with CH271 and α_2_β_1_ with collagen does not result in an appreciable activation of Rac2 and there is minimal migration defect on these matrix proteins observed in Rac2-/- murine macrophages (Figure 3A, right upper panel). We next examined if α4Y991A knock-in mice bearing a point mutation in α4 integrin tail (Y991A), has any defect in activating Rac2. Interestingly, Rac2 pull down experiments showed less Rac2-GTP activation under conditions of CSF1R/α_4_β_1_ engagement in α4Y991A knock-in mice as compared to WT mice (Figure 3A, right lower panel). This observation leads us to study the role of α_4_β_1_ specific integrin in tumor growth and M2 macrophage differentiation. We observed that the α4Y991A k/in mice are defective in tumor growth (p<0.001), polarization of macrophages and metastasis (by 90%, p<0.001) (Figure 3B–D). Consistent with a previous published report [29], parallel results from our laboratory confirm that macrophage entry into LLC tumors grown in α4Y991A knock-in mice is markedly reduced (50% reduction in F4/80 cells) (data not shown). To determine if the α4Y991A knock-in mice display a defect in M2 macrophage differentiation *in vitro* we utilized RT-PCR methods to quantitate the expression of M1 and M2 markers in the BMDMs isolated from α4Y991A knock-in animals and found that macrophages cultivated in MCSF, a ligand for the CSF1R and known to induce M2 differentiation, were defective in the process of M2 macrophage differentiation (Figure 3E). These results are consistent with our experimental model which predicts that an extracellular matrix interaction with the α_4_β_1_ integrin co-transmits a specific signal in concert with the CSF1R in macrophages via Rac2 to promote the M2 polarization of macrophages and tumor progression. In addition, from our data in Rac2-/- mice, we conclude that macrophage entry into the tumor is likely **necessary but** **not sufficient** to drive M1 to M2 differentiation of TAMs.

**Figure 3:**
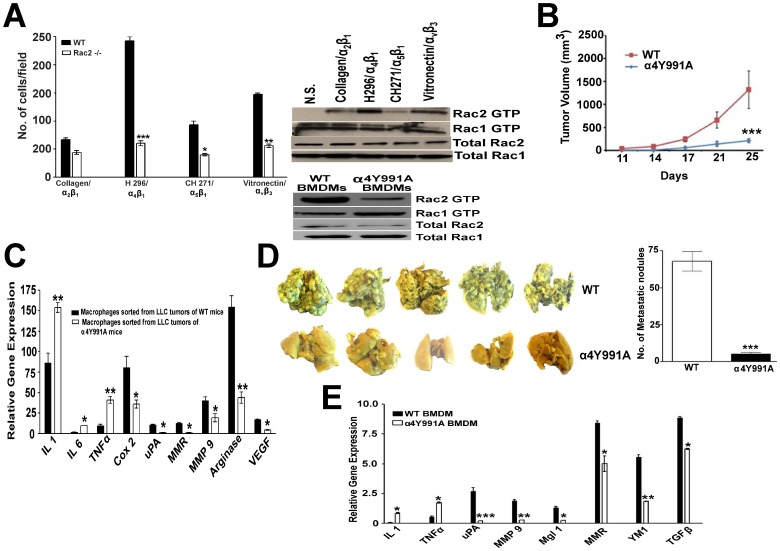
Rac2 signaling is required for specific α_4_β_1_ integrin signaling. (A) Left panel shows BMDMs from WT, and Rac2-/- mice were tested in haptotaxis assay for capacity to migrate on different matrix proteins or fragments of fibronectin, vitronectin (via α_v_β_3_/α_v_β_5_); H296, via α_4_β_1_; CH271, via α_5_β_1_ and collagen via α_2_β_1_/α_2_β_2_. Comparison of WT to Rac2-/- BMDMs shows significant difference on H296 peptide (*P*<0.001), CH271 peptide (*P*<0.05), VN protein (*P*<0.01). Data represent mean ± SEM, representative of 4 independent experiments performed (n = 3). Right Upper panel shows Rac2 pull down assay indicating the extent of Rac2 activation in WT BMDMs under conditions of adhesion to: NS, no stimulation; Vitronectin (α_v_β_3_/α_v_β_5_); H296, fibronectin fragment for α_4_β_1_; CH271, fibronectin fragment for α_5_β_1_; and Collagen (α_2_β_1_/α_2_β_2_). Conversion of GDP-Rac2/Rac1 to GTP-Rac2/Rac1 was determined by using GST fusion protein representing the GTP-Rac-binding CRIB domain of the PAK-1 kinase. Cell lysate used in this comparison contained equal amounts of protein per lane. Total Rac1 and Rac2 protein was loaded for control. Right Lower panel shows Rac2 pull down assay indicating the extent of Rac2 activation in WT and α4Y991A knock in BMDMs under conditions of adhesion to H296, fibronectin fragment for α_4_β_1._ Experiments were repeated 2-3 times with similar results. (B) LLC cells were inoculated subcutaneously in WT and α4Y991A mice (n = 6–8) and tumor growth was recorded as described in Methods. Values represent mean ± SEM (*n* = 6–8 mice per group; P<0.001) (C) Quantitative PCR analysis of mRNA for M1, M2 specific genes in the macrophages sorted from LLC tumors grown in WT and α4Y991A mice (n = 3–4). LLC tumors implanted in WT and α4Y991A mice were used for FACS sorting of macrophages on the basis of F4/80 and CD11b staining as described in Materials and Methods. RNA was isolated from these macrophages and was used for real-time PCR analysis of the indicated genes described in Methods. Values are mean ± SEM (*n* = 3–4). Statistical significance is assessed by two sample *t*-test where *denotes *P*<0.05, ** denotes *P*<0.01 and *** denotes *P*<0.001.). (D) Left panel shows representative photograph of pulmonary metastatic foci produced 15 days after intravenous injection of B16F10 cells in WT and α4Y991A mice (n = 6–8). Right panel shows mean number of tumor nodules visible on the surface of the lungs in WT and α4Y991A mice. Values are mean ± SEM (n = 6; P<0.001; pair wise two-sided Student's *t* test). (E), Quantitative PCR analysis of mRNA for IL 1, uPA, TNFα, MMP9, Mgl1, MMR, YM1 and TGF-β in BMDMs isolated from WT and α4Y991A knock in mice and cultured in MCSF *in vitro*. Data are representative of three independent experiments, shown are mean ± SEM, *P<0.05, **P<0.01 and ***P<0.001 vs. WT, t test.

### Rac2 promotes the differentiation of macrophages into M2 phenotype *in vitro and in vivo*

The above results establish a role for the Rac2 in macrophage migration via the α_4_β_1_ integrin. These observations raise a number of important questions; how does Rac2 exert its regulatory effects on macrophage differentiation and metastasis? Since macrophage entry into the tumor microenvironment (TME) in the Rac2-/-mice is normal, as revealed by F4/80 quantification and FACS analysis (Figure 4 A–B), the data suggest an alternative mechanism for the tumor growth and metastatic defect observed in the Rac2-/- mouse. Biswas et al has reported that the phenotype of tumor associated Mθs varies with the stage of tumor development [30]. In order to characterize Mθs present in tumors, Mθs were sorted from LLC tumors grown in WT and Rac2-/- animals, RNA extracted and used to determine the expression of M1 and M2 specific genes using real time PCR (RT-PCR). The expression levels of tumor promoting M2 markers: Cox 2, uPA, MMP9, MMR, arginase and VEGF are significantly higher in Mθs sorted from LLC tumors of WT while Mθs sorted from Rac2-/- mice displayed higher levels of proinflammatory cytokines, which are considered as M1 markers; IL1 and TNFα (Figure 4C). Moreover, higher arginase activity (p<0.05) and lower nitrite production (NOS) (p<0.001) was observed in macrophages isolated from LLC tumors injected into WT animals as compared to Rac2-/- mice (Figure 4D–E). These results further support our model that Rac2 is required to promote tumor growth, invasion, angiogenesis and metastasis potentially by promoting alternative activation of macrophages into the M2 phenotype.

**Figure 4:**
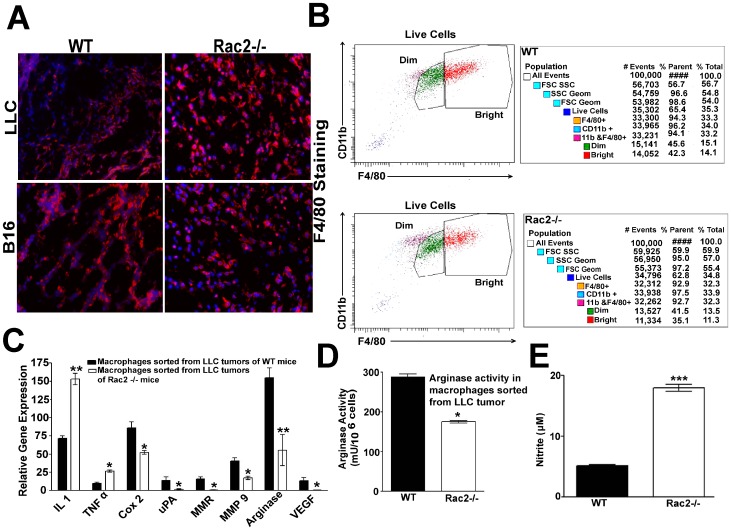
Rac2 promotes M2 macrophage polarization with no substantial change in macrophage recruitment. (A) Identification of F4/80^+^ macrophages by immunofluorescence microscopy in the frozen sections of LLC and B16 tumors stained with antibodies against F4/80 and imaged by fluorescence microscopy. The average no. of macrophages per HPF for 3 different experiments were 42±8, (WT) 38±6 (Rac2-/-) for LLC tumors and 50±5, (WT) 45±10, (Rac2-/-) for B16 tumors. Macrophages were counted blindly by 3 individuals in 5-10 randomly chosen fields and data is representative of three independent experiments with 4 mice. (B) Figure represents FACS data showing the quantification of CD11b and F480^+^ macrophages infiltrated in LLC tumors implanted in WT and Rac2-/- mice. Experiment was repeated 4-5 times with 3-4 mice in each group and similar results were obtained. (C) Quantitative PCR analysis of mRNA for M1, M2 specific genes in the macrophages sorted from LLC tumors grown in WT and Rac2-/- mice (n = 3–4) as described in Methods. Values are mean ± SEM. Statistical significance is assessed by two sample *t*-test where *denotes *P*<0.05, ** denotes *P*<0.01 and *** denotes *P*<0.001. (D) Arginase activity was measured in macrophages sorted from LLC tumors injected in WT and Rac2-/- mice as described in Methods. (E) Nitrite production in macrophages sorted from LLC tumors injected in WT and Rac2-/- and stimulated with 10 ng/ml LPS for 24 h. Supernatants were collected, and nitrite concentration was measured as described in Methods. Results are mean ± SEM (n = 3–4 mice) for 3 independent experiments performed in triplicate (P<0.05 for arginase activity and *P*<0.001 for nitrite assay; student's t test).

On the basis of these observations (Figure 1–4) and the importance of M2 macrophages in tumor progression [27], [28], we hypothesized that Rac2 is somehow regulating the transition of macrophages into the M2 phenotype *in vitro*. To further test this hypothesis, we used RT-PCR to detect the expression of M1 and M2 markers in the BMDMs isolated from WT and Rac2-/-, animals. We found that Rac2-/- mice were defective in the differentiation of macrophages into M2 phenotype *in vitro* (Figure 5A). Similar to BMDMs, the peritoneal macrophages isolated from Rac2-/- mice showed marked defect in arginase activity (data not shown). These interesting observations prompted us to conduct mRNA gene expression and metabolomic studies on Rac2-/- vs. WT BMDMs to identify other components downstream of Rac2 that might be required for tumor growth, metastasis and polarization of macrophages (Figure 5 B–E and Figure S3).

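Gene expression was measured in BMDMs, macrophages grown from bone marrow cells in MCSF, the growth factor on which their survival and differentiation depend. RNA was hybridized to Affymetrix mouse whole-transcript arrays, 5 of WT and 5 of Rac2-/- BMDMs, numbered 1 to 5 in each group. The labels describe male C57BL mice, MCSF at 50 ng/ml for 7 days, 20% FBS, 16% oxygen and 8 days of culture, with cells at least 80% positive for Mac1 and a RIN of 8 to 9. The methods give day 7, over 90% Mac1-positive cells and a RIN of at least 7. The legend of Fig. 5 gives n = 5 in each group and does not say whether each array came from a separate mouse, so p-values measure the spread between these arrays, part of which may be technical. The authors processed the raw intensities with RMA, which corrects the background, normalizes the arrays to each other and gives a log value for each feature. The deposited values cover 34760 features. Their medians per array were 6.07 to 6.14, and the values lay between 1.69 and 13.7. The base of the log is not written with the values, and was taken as log2, the scale RMA gives.

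The methods retain 27031 genes expressed in at least 4 samples. The level that counts as expressed is not stated in the paper's text, so the 27031 features with the highest fourth-highest value were kept, of which the lowest had 4.73. The methods then remove a batch effect with ComBat and test with limma at a false discovery rate of 5%. No source used here names the batches or says whether ComBat entered the deposited values. In these values the arrays numbered 1 and 2 of both groups stood apart from those numbered 3 to 5. Correlations between arrays were 0.974 to 0.996 within these batches and 0.934 to 0.955 between them. Because each batch held both groups in equal numbers, it leaves the mean differences as they are and widens their errors. WT was compared with Rac2-/- in limma with no batch term. Log2 differences are WT minus Rac2-/-, with the standard error (SE), and p-values were adjusted by the Benjamini-Hochberg method over the 27031 features. A gene with several features was read from the one with the highest mean. Where it changes a call, the adjusted p with the replicate number as a block is given too. Where a pair of within-batch differences follows a result, the first is over arrays 1 and 2 and the second over arrays 3 to 5.

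Of the 27031 features, 514 passed an adjusted p of 0.05. There were 299 higher in WT and 215 higher in Rac2-/- BMDMs, and those with a single gene symbol named 416 genes. The median absolute log2 difference of these features was 0.81, and 180 of them differed at least 2-fold. With the replicate block 1716 features passed, 818 higher in WT and 898 higher in Rac2-/-. A term for the batches, chosen after seeing the data, gave 2524. Within arrays 1 and 2 alone 2 features passed, and within arrays 3 to 5 alone 1487. Leaving out a single array gave 297 features without WT array 2, 245 without WT array 3, 263 without WT array 4, 281 without WT array 5, 322 without Rac2-/- array 2, 297 without Rac2-/- array 3 and 274 without Rac2-/- array 4, and 394 to 625 without any of the other three. Of 124 genes counted here under the naming rules set before the data were examined, 73 passed the test, and 30 of these missed the threshold in at least 1 of the 10 fits that leave out an array. Some of these rules pick genes for passing the test, and others take genes that the paper chose on these arrays. The share of 73 in 124 is thus not an unbiased rate.

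**Figure D1:**
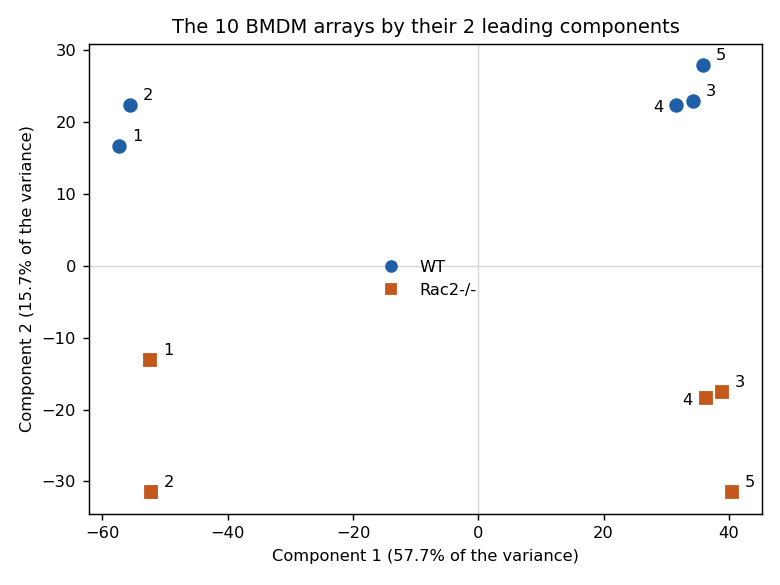
Leading components of the 27031 tested features for the 10 BMDM arrays, with WT as circles, Rac2-/- as squares and replicate numbers beside the points. Component 1 (57.7% of the variance) parts arrays 1 and 2 of both groups from arrays 3 to 5, and component 2 (15.7%) parts WT from Rac2-/-.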

**Figure 5:**
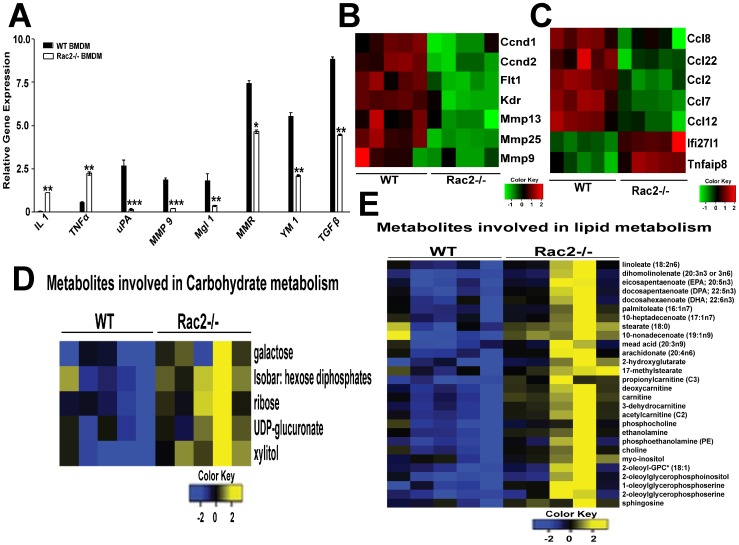
Rac2 promotes differentiation of M2 macrophages *in vitro*. (A) Quantitative PCR analysis of mRNA for IL 1, uPA, TNFα, MMP9, Mgl1, MMR, YM1 and TGF-β in BMDMs isolated from WT and Rac2-/- mice and cultured in MCSF *in vitro*. Values are mean ± SEM (n = 3-4 mice). Statistical significance is assessed by two sample *t*-test where *denotes *P*<0.05, ** denotes *P*<0.01 and *** denotes *P*<0.001. (B) & (C), Heat map generated from microarray analysis of BMDMs isolated from WT and Rac2-/- mice (n = 5 in each group) as described in Materials and Methods. Colors illustrate fold changes, Red: up-regulation; green: down-regulation; black: no change. The bar code on the bottom represents the color scale of the log 2 values. The differential expression of genes related to cell cycle, angiogenesis and invasion are shown in B and M1-M2 polarization are shown in (C). (D) & (E), Heatmap representation of metabolites across BMDMs from WT (n = 5) and Rac2-/- (n = 5) mice. Shades of yellow represent elevation of a metabolite and shades of blue represent decrease of a metabolite relative to the median metabolite levels (see color scale). Colors illustrate fold changes, Yellow: up-regulation; blue: down-regulation; black: no change. Data shows higher expression of metabolites related to carbohydrate (D) and lipid metabolism (E) in Rac2-/- BMDMs.

### Genomic studies on Mθs

For microarray data analysis, we conducted GSEA analysis [31] using the KEGG (Kyoto Encyclopedia of Genes and Genomes) database [32]. 

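Across Reactome pathways, the sets higher in WT BMDMs were led by interferon signaling and the sets higher in Rac2-/- BMDMs by mitosis, glucose metabolism and the TCA cycle. KEGG sets were not used here, and 662 Reactome sets of 15 to 300 measured genes were tested with camera of limma at a preset correlation of 0.01. There were 18 sets past an adjusted p of 0.05, 5 higher in WT and 13 higher in Rac2-/-, a number for which chance cannot be excluded, since 89 of 100 splits of the arrays into 5 and 5 gave at least as many (highest other 176). Interferon gamma signaling, the response of macrophages to this T cell cytokine, had 50 of its 73 genes on the WT side and 6 past the test, with a median log2 difference of 0.20 (adjusted p = 9.95e-05 for the set, and adjusted p = 0.97 with an estimated correlation). Mitotic Prometaphase, the genes that attach chromosomes to the spindle, had 80 of its 92 genes on the Rac2-/- side and 2 past the test (median -0.23, adjusted p = 2.32e-04, and adjusted p = 0.97 with an estimated correlation). Without Rac2-/- array 5 its adjusted p was 0.133. The set of the TCA cycle and respiratory electron transport had 98 of 118 genes on the Rac2-/- side and 3 past the test, with a median of -0.12 (adjusted p = 0.00265, and adjusted p = 0.94 with an estimated correlation). Glucose metabolism had 48 of 56 genes on the Rac2-/- side (adjusted p = 0.0028, and adjusted p = 0.596 with an estimated correlation), and the glycolytic enzyme Aldoc was its only member past the test. The set of cholesterol biosynthesis regulated by SREBP, the transcription factors that sense sterols, had 28 of 35 genes on the Rac2-/- side (adjusted p = 0.00654, and adjusted p = 0.596 with an estimated correlation).

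The number of sets past the test was 92 with the replicate block, 11 within arrays 1 and 2, 87 within arrays 3 to 5 and 7 without Rac2-/- array 5, and no set passed with an estimated correlation. It was 38 without WT array 1, 45 without WT array 2, 28 without WT array 5, 41 without Rac2-/- array 1, 31 without Rac2-/- array 2 and 73 without Rac2-/- array 4.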

The analysis confirms that BMDMs isolated from WT mice express Rac2 as compared to negative result in Rac2-/- BMDMs. 

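Rac2, the hematopoietic Rac GTPase deleted in these mice, was at a log2 value of 12.10 ± 0.27 (SD, n = 5) in WT and 7.10 ± 0.29 (SD, n = 5) in Rac2-/- BMDMs. WT was thus 32.1-fold higher, with a log2 difference of 5.00 (SE 0.17, adjusted p = 7.73e-07). The 5 WT arrays lay between 11.81 and 12.42 and the 5 Rac2-/- arrays between 6.80 and 7.54, so no array lay out of its group (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 arrays against 5 allow). Within batches the difference was 4.96 and 5.03. The value of 7.10 in Rac2-/- arrays was above that of 63.8% of features, and where the feature's probes lie relative to the deleted part of the gene is not given in the sources used here.

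The other Rac proteins showed no such difference. Rac1, the ubiquitous Rac, had a log2 difference of -0.01 (adjusted p = 0.999) and Rac3 one of 0.08 (adjusted p = 0.999). With the replicate block Rhoh passed on the WT side (log2 difference 0.30, adjusted p = 0.0409 against 0.177 without the block), and Rhob and Ncf4 on the Rac2-/- side. The difference of Rhob, an endosomal GTPase, was -0.69 (adjusted p = 0.0646, and 0.00322 with the block). Ncf4, a cytosolic subunit of the phagocyte NADPH oxidase that Rac2 activates, had -0.48 (adjusted p = 0.0856, and 0.0128 with the block). Ncf4 also lies beside Rac2 on chromosome 15, and an effect of the targeted allele on this neighbour was not tested singly. Cybb, the membrane subunit of that oxidase, had a difference of -0.01 (adjusted p = 0.999).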

Interestingly, the expression of genes related to cell cycle, invasion and angiogenesis are significantly enriched in WT BMDMs (Figure 5B & Table S1). These results are consistent with the high levels of the angiogenic cytokine, VEGF and matrix degrading enzyme, MMP9 observed in our RT-PCR analysis of tumor derived Mθs in WT vs. Rac2-/- mice (Figure 4C). 

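All 7 genes of Fig. 5B had higher means in WT than in Rac2-/- BMDMs, and 4 of them passed the test over all features. Ccnd2 encodes cyclin D2, which drives cells through G1. It was at a log2 value of 10.01 ± 0.12 (SD, n = 5) in WT and 8.06 ± 0.22 (SD, n = 5) in Rac2-/- BMDMs, a difference of 1.95 (SE 0.11, adjusted p = 3.27e-05) with 1.95 and 1.95 within batches. Kdr and Flt1, the receptors for VEGF, were both higher in WT. Kdr was at 8.12 ± 0.14 (SD, n = 5) and 6.25 ± 0.78 (SD, n = 5), a difference of 1.87 (SE 0.32, adjusted p = 0.0167; within batches 1.40 and 2.18). Rac2-/- array 1 had 7.65 for Kdr, against 5.84 to 5.98 in the other Rac2-/- arrays, and the difference was 2.21 without it. Kdr missed the threshold in 4 of the 10 fits that leave out an array (highest adjusted p = 0.0537, without Rac2-/- array 4). Flt1 differed by 0.85 (SE 0.14, adjusted p = 0.0122), with 0.86 and 0.85 within batches. The membrane-anchored protease Mmp25 differed by 0.67 (SE 0.11, adjusted p = 0.0132), with 0.77 and 0.60 within batches.

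Cyclin D1 (Ccnd1), the other D-type cyclin of the panel, had a difference of 1.29 (SE 0.29, adjusted p = 0.0606, 0.00592 with the replicate block and 0.00673 without Rac2-/- array 5; within batches 1.36 and 1.25). For the collagenase Mmp13 it was 0.89 (SE 0.20, adjusted p = 0.0603, and 0.0227 without Rac2-/- array 1). The gelatinase Mmp9 had a difference of 1.25 (SE 0.53) that did not pass the test over all features (adjusted p = 0.431; within batches 1.80 and 0.89). All 7 genes passed when adjusted over the list alone, and as a set they passed camera (adjusted p = 2.86e-13, and 0.000247 with an estimated correlation). The study chose these genes on the same arrays, so neither is independent evidence of direction.

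**Figure D2:**
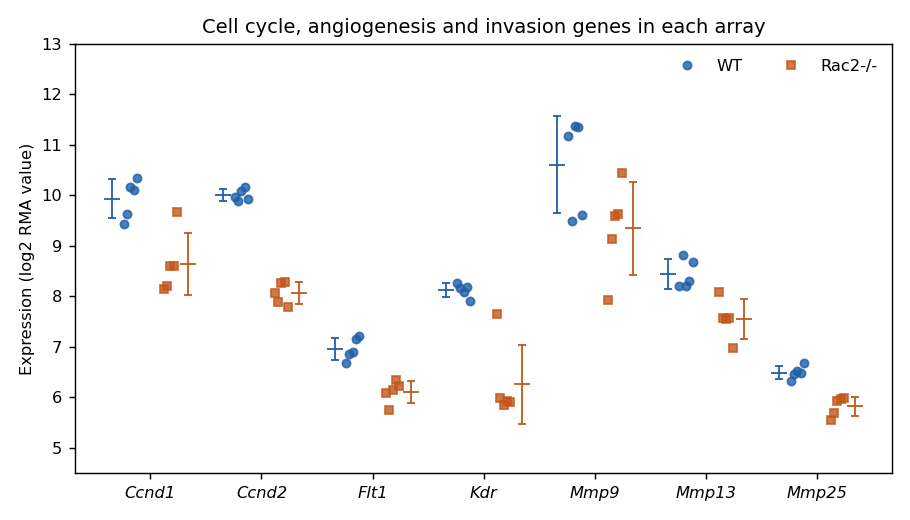
Log2 expression of the 7 genes of Fig. 5B in each WT and Rac2-/- array (points), with the mean and SD of each group (n = 5). The arrays of Ccnd2 lie apart by group, while those of Mmp9 overlap, and Rac2-/- array 1 lies at 7.65 for Kdr.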

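Genes that act in S phase and mitosis leaned to the Rac2-/- side. Of 33 measured genes of this list, none passed the test singly, including when adjusted over the list alone, but 30 had higher means in Rac2-/- BMDMs. The median log2 difference was -0.55, and the list passed camera (adjusted p = 0.000408, and adjusted p = 0.514 with an estimated correlation). The median was -0.15 within arrays 1 and 2 (adjusted p = 0.114) and -0.80 within arrays 3 to 5 (adjusted p = 0.000489). Without Rac2-/- array 5 the list missed the threshold, with a median of -0.13 (adjusted p = 0.199). Mki67, a marker of cycling cells, was at 10.51 in that array and between 6.85 and 7.82 in the other Rac2-/- arrays. Its difference was -1.21 (adjusted p = 0.615), and -0.59 (adjusted p = 0.751) without Rac2-/- array 5. Among 18 regulators of G1, the D-type cyclins and their partners included, Ccnd2 alone passed the test (3 genes when adjusted over the list alone). The G1 list had a median of -0.0022 and a mean of 0.116, and did not pass as a set (adjusted p = 0.465, and 0.0476 without Rac2-/- array 5). Cdk6, a kinase that binds D-type cyclins, had a difference of 0.61 (adjusted p = 0.0952, 0.012 with the replicate block and 0.0168 without Rac2-/- array 5).

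Markers of 2 other cell types passed camera as sets, and neither set did with the residual component as a covariate (adjusted p = 0.0572) or, chosen after seeing the data, with the batch term (0.0589) or ComBat (0.0715). Within arrays 3 to 5 the adjusted p was 0.106 for mast cells and basophils and 0.228 for fibroblasts and stroma. Within arrays 1 and 2 both passed, with adjusted p = 0.0363 and 0.0117. The 6 measured mast cell and basophil markers had a median log2 difference of 0.55 toward WT (adjusted p = 0.017, and adjusted p = 0.548 with an estimated correlation; within batches 0.29 and 0.45). None of them passed singly, and 3 did when adjusted over the list alone. Their call was lost without WT array 4 (adjusted p = 0.0561). The 10 fibroblast and stromal markers had a median of 0.21 toward WT (adjusted p = 0.0196, and adjusted p = 0.548 with an estimated correlation; within batches 0.25 and 0.15). None passed singly, 2 did when adjusted over the list alone, and the list missed the threshold without WT array 1 (adjusted p = 0.0626), WT array 4 (adjusted p = 0.0561) or Rac2-/- array 1 (adjusted p = 0.0656). The 11 macrophage markers, with Lyz2 at 13.05 in WT and 13.14 in Rac2-/-, did not differ as a set (adjusted p = 0.771). Immediate early and heat shock genes, which respond to handling of cells, were higher in WT as a set, with a median of 0.17 over 13 genes (adjusted p = 0.00145, and adjusted p = 0.178 with an estimated correlation). The median was between 0.11 (without Rac2-/- array 5) and 0.27 with any 1 array left out, and the list passed in all 10 fits. The list missed the threshold within arrays 1 and 2 (median 0.15, adjusted p = 0.0597) and passed within arrays 3 to 5 (median 0.32, adjusted p = 3.3e-04). The heat shock gene Hspa1a passed singly, with a difference of 0.55 (adjusted p = 0.0189), and did so in 6 of the 10 fits that leave out an array (highest adjusted p = 0.0633, without WT array 3).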

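The monocyte chemoattractant gene Ccl2 was higher in WT than in Rac2-/- BMDMs, at a log2 value of 9.78 ± 0.42 (SD, n = 5) against 8.43 ± 0.50 (SD, n = 5). The difference was 1.35 (SE 0.27, adjusted p = 0.0298; within batches 1.37 and 1.34). Ccl22, a chemokine that attracts regulatory and Th2 cells, was also higher in WT, at 6.02 ± 0.15 (SD, n = 5) and 5.54 ± 0.16 (SD, n = 5). Its difference was 0.49 (SE 0.10, adjusted p = 0.0466; within batches 0.48 and 0.49). Ifi27, the current symbol of the interferon-inducible gene Ifi27l1, was higher in Rac2-/- BMDMs, at 8.95 ± 0.51 (SD, n = 5) against 7.71 ± 0.14 (SD, n = 5) in WT. This is a difference of -1.24 (SE 0.22, adjusted p = 0.0194; within batches -0.94 and -1.44). Tnfaip8, a TNF-inducible gene, had a difference of -0.36 (SE 0.22) that did not pass the test (adjusted p = 0.74; within batches -0.18 and -0.47). It passed with a term for the batches, chosen after seeing the data (adjusted p = 0.0168).

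Some of these calls rest on the full number of arrays. Ccl2 passed in 3 of the 10 fits that leave out an array, with the highest adjusted p, 0.0869, without WT array 4. Ccl22 passed in none of them (adjusted p 0.0546 to 0.121), and Ifi27 missed the threshold in 4 (highest adjusted p = 0.0592, without WT array 5). Rac2-/- array 5 had 9.85 for Ifi27, against 8.61 to 8.81 in the other Rac2-/- arrays, and the difference without it was -1.01 (adjusted p = 0.000969).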

Other genes differentially expressed in WT vs. Rac2-/- BMDMs included prototypic M2 markers; CCL2, CCL22 [33], and genes with high expression in Rac2-/- BMDMs included prototypic M1 markers; IFNα inducible protein (Ifi27l1) and TNFα inducible protein (Tnfaip8) [19] (Figure 5C). Recent transcriptional profiling comparing human monocytes to the macrophage **lineage and** Mθ polarization has revealed new genes which are differentially expressed in M1 vs. M2 macrophages [34]. Interestingly, we also observed significant high expression of apoptosis related protein (Bnip3), extracellular mediator (IGFBP4), enzymes related to carbohydrate metabolism (Pfkl, Aldoc, Ldhb, Pgk1) and nucleotide metabolism (Uck2, Impdh, Ak3l1) in Rac2-/- BMDMs, which are reported to be high in M1 macrophages [34]. 

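All 9 of these genes had higher means in Rac2-/- than in WT BMDMs, and 4 passed the test over all features. Uck2, a uridine-cytidine kinase of pyrimidine salvage, showed the largest difference. It was at a log2 value of 9.77 ± 0.70 (SD, n = 5) in Rac2-/- and 7.70 ± 0.84 (SD, n = 5) in WT, a difference of -2.07 (SE 0.44, adjusted p = 0.0431; within batches -2.22 and -1.98). The lactate dehydrogenase subunit Ldhb was at 8.34 ± 0.52 (SD, n = 5) and 6.96 ± 0.13 (SD, n = 5), a difference of -1.38 (SE 0.22, adjusted p = 0.0122; within batches -1.11 and -1.56). Rac2-/- array 1 lay at 7.41 for Ldhb, against 8.51 to 8.62 in the other Rac2-/- arrays. Aldoc, an aldolase of glycolysis, differed by -1.11 (SE 0.16, adjusted p = 0.00719; within batches -1.30 and -0.99). Igfbp4, a secreted protein that binds insulin-like growth factors, differed by -0.85 (SE 0.17, adjusted p = 0.0302).

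The other 5 genes missed the threshold at the feature with the highest mean. The mitochondrial death protein Bnip3 had a difference of -0.80 (adjusted p = 0.0543, 0.00783 with the replicate block and 0.0111 without Rac2-/- array 5). Another feature of Bnip3, with a lower mean, had -0.90 and passed (adjusted p = 0.0286). For the phosphofructokinase Pfkl it was -0.79 (adjusted p = 0.306, and 0.0459 with the block), and for the phosphoglycerate kinase Pgk1 it was -0.44 (adjusted p = 0.437, and 0.0259 with the block). Impdh1, of guanine nucleotide synthesis, had -0.33 (adjusted p = 0.0721, and 0.0502 with the block). The adenylate kinase Ak4, as which Ak3l1 was read, had -1.27 (SE 0.55, adjusted p = 0.445, and 0.0162 with the block), and its other feature -0.41 (adjusted p = 0.524, and 0.131 with the block). All 9 passed when adjusted over the list alone, and the set had a median log2 difference of -0.85 (camera, adjusted p = 8.88e-12, and 0.000247 with an estimated correlation; within batches -0.93 and -0.84). The study picked the genes on these arrays, so this is not independent evidence of direction. Uck2 passed in 2 and Igfbp4 in 3 of the 10 fits that leave out an array, with the highest adjusted p at 0.118 without Rac2-/- array 3 for Uck2 and 0.0909 without Rac2-/- array 4 for Igfbp4. Over all arrays the other feature of Uck2, with a lower mean, had -1.79 (adjusted p = 5.01e-05).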

In the same context, we observed increased expression of membrane receptors (Ms4a4c, Ms4a4d, Hrh2) and extracellular mediator (Fgl2) in WT BMDMs which are reported to be expressed in M2 macrophages [34] (Figure S3A). 

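The membrane genes Ms4a4c and Ms4a4d, which belong to the family of the B cell antigen CD20, were higher in WT than in Rac2-/- BMDMs. Ms4a4c was at a log2 value of 12.6 ± 0.19 (SD, n = 5) in WT and 11.6 ± 0.38 (SD, n = 5) in Rac2-/-, a difference of 1.03 (SE 0.18, adjusted p = 0.0182; within batches 1.03 and 1.04). Ms4a4d was at 5.94 ± 0.08 (SD, n = 5) and 4.98 ± 0.30 (SD, n = 5), with a difference of 0.96 (SE 0.14, adjusted p = 0.00665; within batches 1.02 and 0.91). The histamine receptor Hrh2 had a difference of 0.35 (SE 0.11, adjusted p = 0.22, and 0.0209 with the replicate block; within batches 0.37 and 0.34). Fgl2, a secreted fibrinogen-like protein, had a larger difference, 1.39, with a larger error (SE 0.41, adjusted p = 0.158; within batches 0.94 and 1.69). All 4 had the higher mean in WT, and all 4 passed when adjusted over the list alone, which is not independent evidence of direction since the study chose them on these arrays. Ms4a4c missed the threshold without WT array 2 (adjusted p = 0.0507) and without WT array 3 (adjusted p = 0.051), and Fgl2 passed without Rac2-/- array 1 (adjusted p = 0.0484).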

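Members of the Schlafen family, interferon-inducible genes that restrain the growth of T cells and macrophages, were among the largest differences between WT and Rac2-/- BMDMs. Slfn4 was at a log2 value of 10.9 ± 0.50 (SD, n = 5) in WT and 7.27 ± 0.64 (SD, n = 5) in Rac2-/-, 12.3-fold higher in WT (log2 difference 3.62, SE 0.33, adjusted p = 0.000532; within batches 3.30 and 3.83). Slfn1 differed by 2.64 (SE 0.42, adjusted p = 0.0114; within batches 2.35 and 2.83) and Slfn9 by 1.10 (SE 0.11, adjusted p = 0.00105). Rac2-/- array 5 had 6.89 for Slfn1, against 8.74 to 9.26 in the other Rac2-/- arrays. The nucleoside transporter Slc28a2 was higher in WT by 1.46 (adjusted p = 0.0206), the chemokine receptor-like gene Ccr1l1 by 0.82 (adjusted p = 0.0286) and Tmem209 by 0.81 (adjusted p = 0.00135). The adhesion receptor Adgrg7 (Gpr128) was higher in WT too, at 5.86 (adjusted p = 0.00732), with Rac2-/- BMDMs at 4.63, near the lower end of the tested values. Genes higher in Rac2-/- BMDMs were the sorting receptor Sort1, with a difference of -1.88 (SE 0.28, adjusted p = 0.00774), the aryl hydrocarbon receptor Ahr with -1.19 (SE 0.20, adjusted p = 0.0146) and the insulin receptor Insr with -0.61 (adjusted p = 0.00463).

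The chemokines Ccl8 and Ccl12 had large differences with wide errors. For Ccl12 the difference was 1.78 (SE 0.69, adjusted p = 0.354, and 0.000294 with the replicate block; within batches 1.74 and 1.80). For Ccl8 it was 1.76 (SE 0.50, adjusted p = 0.139, and 0.0295 with the block). The mitochondrial carrier Slc25a23 had -1.05 (adjusted p = 0.164, and 0.00459 with the block), the choline transporter Slc44a1 -0.50 (adjusted p = 0.0788, and 0.0235 with the block) and the glutamine transporter Slc38a1 -0.30 (adjusted p = 0.836, and 0.041 with the block). Rell1 had 0.45 (adjusted p = 0.0707, and 0.0155 with the block), and the chemokine receptor Xcr1 -0.61 (adjusted p = 0.173, and 0.00877 with the block). Of the 17 genes of this group that were measured, 7 were thus higher in WT and 3 in Rac2-/- (10 and 6 when adjusted over the list alone, which is not independent evidence since the study chose them here). Gpr31c, Slc4a7 and Gbp6, the symbol that Mpa2l carries now, were not analysed here. Ccr1l1 passed in 4 and Slc28a2 in 6 of the 10 fits that leave out an array, with the highest adjusted p at 0.0831 and 0.0637, both without Rac2-/- array 4. Without Rac2-/- array 1, Rell1 (adjusted p = 0.0177) and Slc25a23 (adjusted p = 0.0432) passed.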

Most notably, our microarray analysis data suggest significant expression of some chemokines (CCL8, 12), solute carrier proteins (Slc28a2, Slc4a7, Slc25a23, Slc38a1, Slc44a1, Sort1), G-protein coupled receptor (Gpr31c, Gpr128), membrane receptors (Tmem 209, Rell1, Ccr1l1, xcr1, Ahr, Insr), macrophage activation 2-like molecule, members of schlafen family (slfn1,4 and 9) which have not been classified in M1 and M2 paradigm but have important functions in macrophage activation and differentiation. Taken together, our microarray results identified additional target genes controlled by Rac2 which correlate *in vivo* with M1 or M2 differentiation and independently support RT-PCR results generated in our knockout models that WT and Rac2-/- BMDMs are M2 and M1 skewed, respectively.

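Among the M1 and M2 markers that the paper names, the M2 markers Ccl2 (log2 difference 1.35, adjusted p = 0.0298) and Ccl22 (0.49, adjusted p = 0.0466) and the M1 marker Nos2 were higher in WT, and the M1 marker Ifi27 (-1.24, adjusted p = 0.0194) and the M2 marker Mrc1 were higher in Rac2-/- BMDMs. Nos2, the inducible nitric oxide synthase, an M1 marker, was at a log2 value of 7.78 ± 0.34 (SD, n = 5) in WT and 6.17 ± 0.12 (SD, n = 5) in Rac2-/- BMDMs, 3.05-fold higher in WT (log2 difference 1.61, SE 0.15, adjusted p = 0.000703; within batches 1.25 and 1.85). Mrc1, the mannose receptor (MMR) measured by RT-PCR as an M2 marker, was at 10.91 ± 0.04 (SD, n = 5) in WT and 11.57 ± 0.14 (SD, n = 5) in Rac2-/-, a difference of -0.66 (SE 0.08, adjusted p = 0.00352; within batches -0.71 and -0.63). Other RT-PCR markers of M2 did not pass the test. Chil3 (Ym1) had a difference of 0.41 (adjusted p = 0.996) and Clec10a (Mgl1) one of -0.29 (adjusted p = 0.98). Tgfb1 had -0.14 (adjusted p = 0.976), Plau (uPA) -0.21 (adjusted p = 0.987) and Ptgs2 -0.26 (adjusted p = 0.911). Mmp9 had 1.25 (adjusted p = 0.431). Of the 9 measured RT-PCR markers of M2, 4 had the higher mean in WT and 5, Mrc1 included, in Rac2-/-. Among them, Ptgs2, arginase and VEGF are markers that the paper reports by RT-PCR for macrophages sorted from tumors. Its NOS result is nitrite from such macrophages after LPS, so these were not measurements of BMDMs. Among the RT-PCR markers of M1, Tnf had a difference of 0.69 (adjusted p = 0.344) and Il1b one of -0.99 (adjusted p = 0.423). Rac2-/- array 5 had 8.43 for Il1b against 10.53 to 10.89 in the other Rac2-/- arrays, and without it the difference was -1.45 (adjusted p = 0.00012). Il6 and Retnla lay under the filter on low values.

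Wider lists of markers were fixed before the data were examined. Of 19 measured M1 markers, 3 were higher in WT and none in Rac2-/- (6 and none when adjusted over the list alone). These were Nos2, the interferon-inducible chemokine Cxcl11, with a difference of 2.18 (adjusted p = 0.00228), and the chemokine receptor Ccr7, with 0.91 (adjusted p = 0.0141). The M1 list had a median of 0.27 toward WT (camera, adjusted p = 0.000464, and adjusted p = 0.178 with an estimated correlation). Its median was 0.19 within arrays 1 and 2 (adjusted p = 0.238) and 0.32 within arrays 3 to 5. Interferon response genes were also higher in WT (median 0.81), and whether the lean of the M1 list is separate from theirs was not tested. Of 27 measured M2 markers, 3 were higher in WT and 2 in Rac2-/- (4 and 4 when adjusted over the list alone). Higher in WT were Ccl22, the folate receptor Folr2, with 0.77 (adjusted p = 0.0465, and 0.0507 with the replicate block), and the beta-glucan receptor Clec7a, with 0.47 (adjusted p = 0.0286). Stab1, a scavenger receptor, was higher in Rac2-/- with Mrc1, at a difference of -0.70 (adjusted p = 0.0096). The scavenger receptor Cd163 had -0.44 (adjusted p = 0.215, and 0.015 with the block) and the lipid-sensing receptor Pparg 1.12 (adjusted p = 0.06, and 0.0121 with the block). The M2 list as a set had a median of -0.02 (adjusted p = 0.578; within batches 0.01 and -0.07). Folr2, Cd163 and Pparg were named after their values were seen, Ccr7 missed the threshold without WT array 3 (adjusted p = 0.0506), and Clec7a passed in 4 of the 10 fits that leave out an array (highest adjusted p = 0.0845, also without WT array 3). The paper states that its arrays support its RT-PCR results, with an M2 skew of WT and an M1 skew of Rac2-/- BMDMs.

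**Figure D3:**
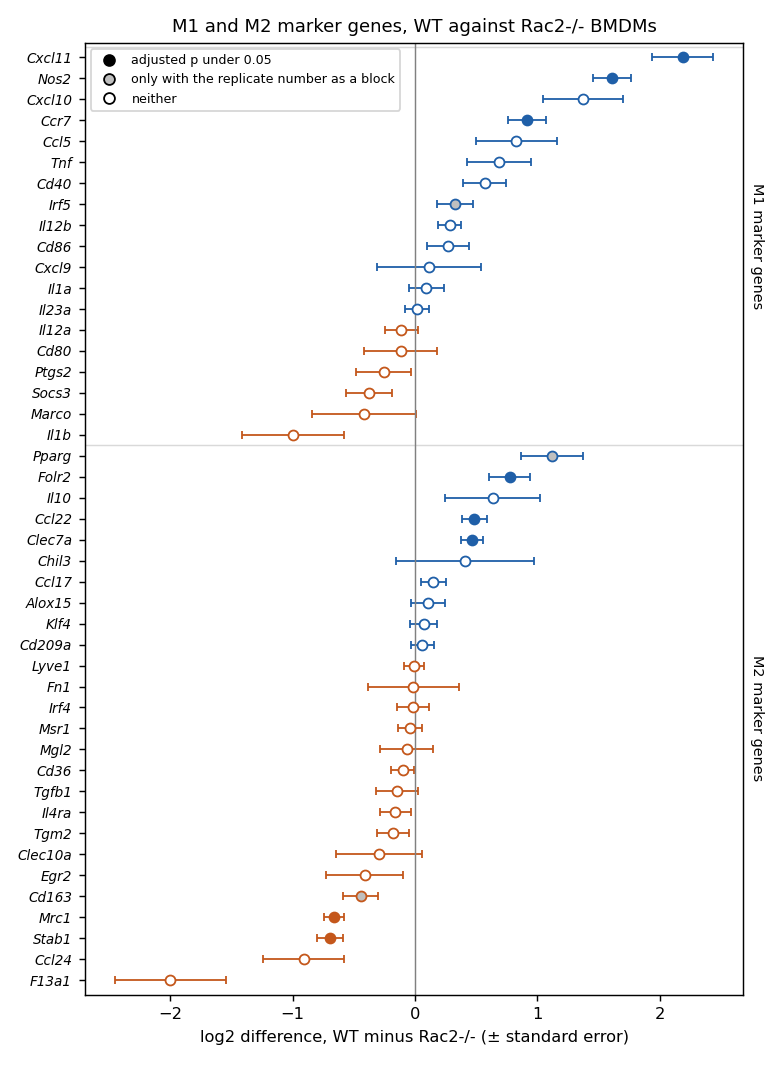
Log2 difference, WT minus Rac2-/-, with its standard error, of M1 and M2 marker genes, positive values being higher in WT. Filled points passed an adjusted p of 0.05, grey points passed only with the replicate block and open points passed neither, with Nos2 to the WT side and Mrc1 to the Rac2-/- side.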

### Metabolomic studies of Mθs

Recent metabolomic analysis done on macrophages suggest that classically activated M1 macrophages show relatively elevated glycolysis and oxidative pentose phosphate pathway (PPP) but reduced oxygen consumption via the TCA cycle compared to M2 cells [35]. The analysis of our metabolomic data suggest that the metabolites related to carbohydrate, lipid and nucleotide metabolism are higher in Rac2-/- BMDMs (Figure 5D-E and Figure S3 B). These results are consistent with our genomic data showing high-level expression of enzymes related to carbohydrate and nucleotide metabolism in Rac2-/- BMDMs (Figure S3A). 

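Enzymes of glycolysis leaned to the Rac2-/- side. Of 18 measured glycolysis genes, Aldoc and Ldhb were higher in Rac2-/- BMDMs and none was higher in WT (3 and none when adjusted over the list alone, and 5 and none with the replicate block). The list had a median log2 difference of -0.21 (camera, adjusted p = 0.000408, and adjusted p = 0.178 with an estimated correlation; within batches -0.24 and -0.19). With any 1 array left out the median was between -0.14 (without Rac2-/- array 2) and -0.27, and the list passed in all 10 fits. Slc2a1, the glucose transporter GLUT1, had a difference of -0.60 (adjusted p = 0.116, and 0.0264 with the block). For 11 genes of the pentose phosphate pathway the median was -0.11, with no gene past the test, also when adjusted over the list alone, and the list did not pass as a set (adjusted p = 0.326). Tkt, the transketolase of that pathway, had -0.33 and passed with the block (adjusted p = 0.0328).

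Nucleotide metabolism had 2 of 29 measured genes higher in Rac2-/- and none higher in WT (3 and none when adjusted over the list alone). These were Uck2 and the adenylate kinase Ak1, at 6.89 ± 0.15 (SD, n = 5) in WT and 7.62 ± 0.18 (SD, n = 5) in Rac2-/-, a difference of -0.73 (adjusted p = 0.0092). The list had a median of -0.09 (adjusted p = 0.0108, and adjusted p = 0.181 with an estimated correlation; within batches -0.11 and -0.11), and missed the threshold without Rac2-/- array 5 (adjusted p = 0.0728). It also missed the threshold within arrays 1 and 2 (adjusted p = 0.182), and passed within arrays 3 to 5 (adjusted p = 0.0324). With any 1 array left out its median was between -0.051 and -0.159. Genes of the TCA cycle also leaned to the Rac2-/- side, with 2 of 17 past the test (3 when adjusted over the list alone, 4 with the block). Fh1, the fumarase, was at 9.31 in WT and 10.3 in Rac2-/- (difference -0.99, adjusted p = 0.0466), and the isocitrate dehydrogenase Idh2 differed by -0.44 (adjusted p = 0.0458). The median of that list was -0.10 (adjusted p = 0.00113, and adjusted p = 0.178 with an estimated correlation; within batches -0.13 and -0.12). With any 1 array left out it was between -0.049 and -0.195, and the TCA cycle list passed in all 10 fits. Target genes of HIF, the transcription factor that turns on glycolysis in low oxygen, had a median of -0.25 over 21 genes (adjusted p = 0.0123, and adjusted p = 0.237 with an estimated correlation). The list missed the threshold without Rac2-/- array 3 (adjusted p = 0.0581), and its only member past the test, the collagen-modifying enzyme Plod1, was higher in WT. Of the TCA cycle genes, Fh1 passed in 2 and Idh2 in none of the 10 fits that leave out an array, with the highest adjusted p at 0.129 without WT array 3 for Fh1 and 0.12 without WT array 5 for Idh2.

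**Figure D4:**
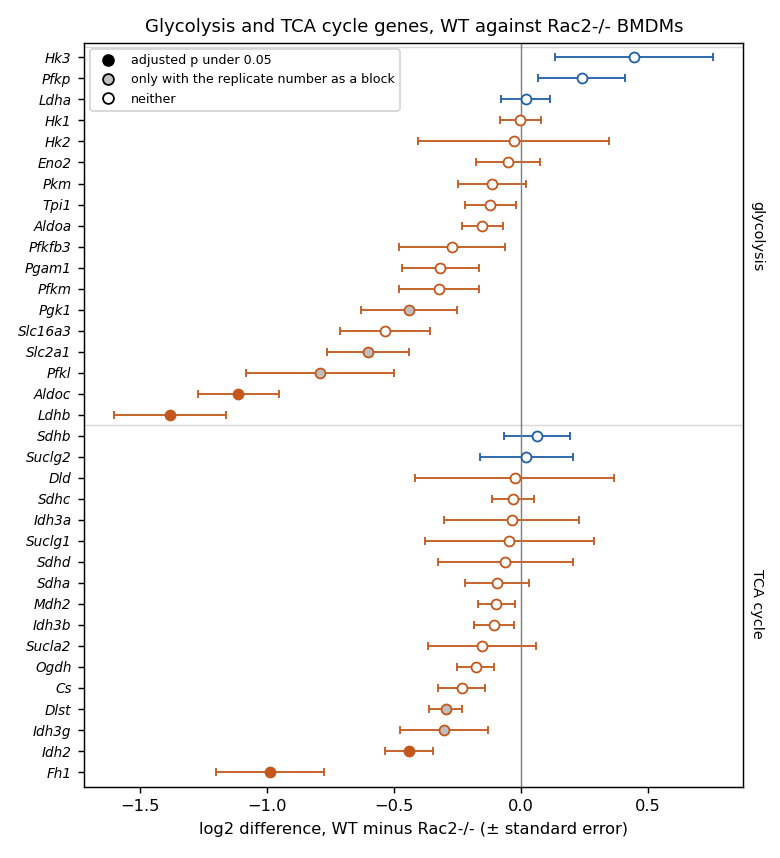
Log2 difference, WT minus Rac2-/-, with its standard error, of genes of glycolysis and the TCA cycle, negative values being higher in Rac2-/- BMDMs. Ldhb, Aldoc, Fh1 and Idh2 passed an adjusted p of 0.05.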

We observed that Rac2-/- BMDMs have a higher rate of glucose utilization via glycolysis as revealed by decreased glucose levels but increased glucose 6-phosphate and fructose 6-phosphate and lactate levels. We observed evidence of augmented pentose phosphate shunt activity in Rac2-/- BMDMs, indicated by increase levels of ribose and xylitol biochemicals. This pathway is associated with presence of pentose alcohols which lead to augmented nucleotide metabolism (Figure 5D). Collectively, these genomic and metabolomic data serve to identify new biomarkers for M1 and M2 Mθdifferentiation and further support our hypothesis that Rac2 plays a unique role in transition of macrophages to anti-inflammatory M2 phenotype to promote tumor metastasis.

### MCSF receptor co-signals through α_4_β_1_ integrin to activate Rac2 to the GTP-bound state

Our results establish a role for the Rac2 GTPase downstream of α_4_β_1_ integrin to control macrophage migration [2] (Figure 3A). These observations lead us to investigate if stimulus from CSF-1 and/or α_4_β_1_ integrin is sufficient to promote Rac2 activation and M2 macrophage differentiation. Considerable evidence exists to support the fact that growth factor receptors like the CSF-1 receptor (FMS) co-signal through integrins [36]. Lawrence et al has suggested that MCSF receptor activates IRF4 transcription factor to promote M2 differentiation of macrophages [37]. In addition, clinical studies in cancer implicate the MCSF signaling network as a negative prognostic component in breast cancer [38]. To gain insight into the potential role of the CSF1 and α_4_β_1_ receptors in Rac2 activation and macrophage M2 differentiation, we took advantage of the reports that M2 macrophages can be generated under conditions of MCSF stimulation *in vitro* [39], [40]. Consistent with this, real time PCR analysis done on macrophages cultured in MCSF (BMDM) or GMCSF (GBMDM) demonstrated that GBMDM express higher levels of proinflammatory cytokines, while BMDM express increased levels of Mgl 1 and MMR mRNA which are considered as M2 markers (Figure S4A). In support of our results, literature suggests that on the basis of respective cytokine profiles, macrophages generated in the presence of GMCSF or MCSF [40] display differences in cytokine expression and are considered proinflammatory or anti-inflammatory macrophages, M1 vs. M2 respectively [40]. Importantly, macrophages cultured in MCSF (BMDM) and GMCSF (GBMDM) are found to be ≈90% pure on the basis of F4/80 and CD11b staining by FACS (data not shown).

We hypothesize that if CSF-1 and/or α_4_β_1_ receptor engagement drives M2 differentiation via the Rac2 axis, we would expect that MCSF and/or α_4_β_1_ stimulation would preferentially activate Rac2 (and not Rac1) to its GTP bound state in Mθs bound to H296, a ligand for α_4_β_1_. In order to gain insight into the specificity that MCSF activates Rac2, we examined the effect of MCSF vs. GMCSF stimulation on the activation of Rac2 vs. Rac1 in macrophages. As anticipated, MCSF stimulation of MCSF cultivated Mθs differentially activate Rac2 and not Rac1 to the GTP-bound state (5-fold increase Rac2 vs. Rac1) (Upper panel, Figure 6A). In order to determine if α_4_β_1_ activates Rac2, we examined the effect of macrophage stimulation via different extracellular matrix stimulation on the activation of Rac2 vs. Rac1. For this, WT macrophages plated on H296, a ligand for α_4_β_1_ or on collagen, a ligand for α_2_β_1_, were stimulated with or without MCSF. Our results clearly provide evidence that higher levels of Rac2-GTP is activated when cells are engaged with α_4_β_1_ ligand and stimulated by MCSF (Lower panel, Figure 6A). Taken together, we conclude that MCSF co-signals with α_4_β_1_ integrin to activate Rac2. Our current results establish that the Rac2 GTPase controls tumor growth, invasion and metastasis and that Rac2 is activated downstream of the α_4_β_1_integrin, the CSF1 receptor and that Rac2 is required for macrophage differentiation. We continue to actively investigate the critical components of Rac2 signaling which are necessary and sufficient to drive macrophage M2 transition and important phenotypes like metastasis.

**Figure 6:**
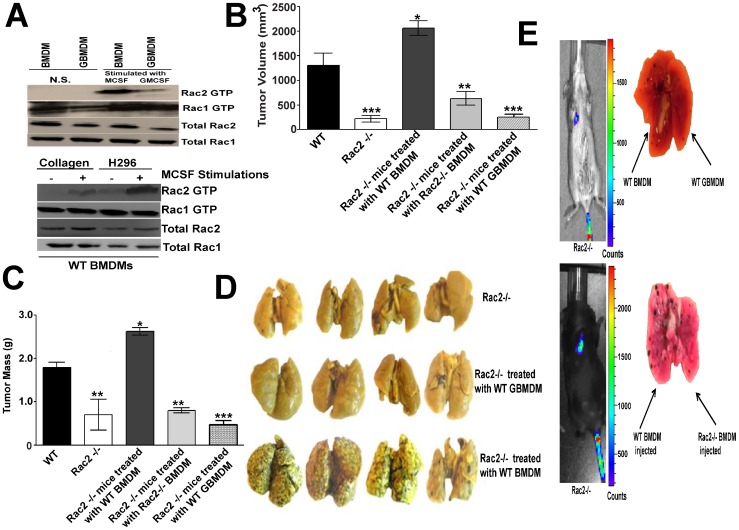
Reversal of the metastatic defect by injection of macrophages cultured in MCSF. (A) Upper panel shows that MCSF signaling differentially activates Rac2 while GMCSF signaling does not result in significant Rac2 activation. BMDMs or GBMDMs cultured in MCSF or GMCSF for 7 days were serum starved for 4 hrs and stimulated with 50 ng/ml of MCSF or GMCSF for 15 min followed by Rac2 GTP pull down assays as described in Materials and Methods. Lower panel shows the differential activation of Rac2 when Mθs are costimulated through the MCSFR and α_4_β_1_ integrin. WT BMDMs cultured in MCSF for 7 days were serum starved for 4 hrs, trypsinized and were allowed to engage with α_4_β_1_ ligand (H296) or α_2_β_1_ ligand (collagen), followed by MCSF stimulation (50 ng/ml) for 15 min and Rac2 GTP pull down assay as described before. (B & C) Tumor volume (B) and mass (C) of LLC tumors grown in Rac2-/- mice treated with or without 1 million WT BMDMs or Rac2-/- BMDMs or WT GBMDMs. After 5 days of LLC tumor inoculation, Rac2-/- mice were treated either with 1 million WT BMDMs or GBMDMs or Rac2-/- BMDMs or every third day, until tumors were removed on day 21. Values are mean ± SEM (*n* = 6-8). Statistical significance is assessed by two sample *t*-test where *denotes *P*<0.05, ** denotes *P*<0.01 and *** denotes *P*<0.001. Experiment was repeated three times with similar results. (D) Reversal of B16 metastasis by injection of WT BMDMs and not by WT GBMDMs in Rac2-/- mice. Figure shows representative photograph of pulmonary metastatic foci produced 15 days after intravenous injection of B16F10 cells in Rac2-/- mice and treated with 1 million WT BMDMs or WT GBMDMs. One dose of 1 million BMDMs or GBMDMs were given to Rac2-/- mice two days before inoculating 5×10^5^ B16F10 cells intravenously followed by treatment with 1 million BMDM or GBMDM every third day, lungs were harvested on day 15. Data are representative of three independent experiments with 6–8 mice in each group. (E) Reversal of metastatic defect in Rac2-/- mice by local injections of 1 million WT BMDMs in the right lobe of lungs and 1 million WT GBMDMs or Rac2-/- BMDMs in the left lobe of Rac2-/- mice, followed by tail vein injections of B16 luciferase cells (5×10^5^) after 2 days. The luciferase signal was monitored every third day on IVIS by injecting luciferin, until lungs were harvested on day 15 (n = 5). Data are representative of two independent experiments with 5–6 mice in each group.

### Macrophage autonomous nature of Rac2 defect in the promotion of tumor growth, metastasis and M1-M2 transition

Since Rac2 is expressed in a number of hematopoietic lineages and in endothelial cells [5], we sought to determine if the tumor growth, metastasis and M1-M2 specific defects noted in the Rac2-/- mouse model were macrophage autonomous. If so, we would predict that the injection of WT BMDMs and not BMDMs isolated from Rac2-/- mice into Rac2-/- mice would reverse the metastasis and M1-M2 defects *in vivo*. In addition, BMDMs from WT mice (M2) and not GBMDMs (M1) upon injection into Rac2-/- mice would reverse the metastatic phenotype *in vivo*. As predicted, the injection of WT BMDMs and not WT GBMDMs or Rac2-/- BMDMs increased tumor growth, metastasis and polarization of macrophages to M2 phenotype in Rac2-/- animals (Figure 6 B-D and Figure S4 B-C). These three independent experimental observations and datasets support the hypothesis that reversion of tumor growth and metastasis in Rac2-/- mice is a **macrophage autonomous phenotype**. The above experiments were done with 5-6 daily injections of 1×10^6^ macrophages through tail vein, followed by tail vein challenge with 5×10^5^ B16F10 melanoma cells on day 5. Under these conditions, WT and not Rac2-/- Mθ injections lead to reversal of tumor growth defect in Rac2-/- mice *in vivo* (Figure 6 B-C). To further support the role for Rac2 and macrophage autonomy in the control of metastasis, we performed simultaneous local injections of WT BMDMs into right hemithorax of Rac2-/- vs. injection of WT GBMDMs into the left hemithorax of the same Rac2-/- mouse, followed by B16F10 melanoma tail vein injections two days later. We then used luciferase tranfected B16F10 cells to image the signal coming from the metastatic tumor cells within the lung parenchyma. The right hemithorax (injected with WT BMDMs) showed luciferase activity and B16 metastatic nodules while there was no B16 melanoma or luciferase signal and minimal metastatic nodules detected within the left hemithorax (injected with WT GBMDM vs. Rac2-/- BMDM) (Figure 6E). These results were confirmed by H & E staining of B16F10 metastatic nodules (Figure S4D).

#### Molecular model for macrophage Rac2 signaling, M2 transition and metastasis; construction of a Rac2-M1-M2 macrophage protein-protein interactome map

Figure 7A shows a schematic representation of the signaling pathway elucidated in this report. The pathway extends from the cell surface receptors MCSF receptor and integrin α_4_β_1_ to the activation of the Rac2 to control differentiation of M2 macrophage differentiation, tumor growth and metastasis *in vivo*. Furthermore, we applied integrative network analysis to integrate literature curated results with our primary data (gene expression & metabolomic studies), and prioritize other candidate genes in close network neighborhood (see Methods). To this end we superimposed the M1 and M2 driver genes (previously established or validated in the Rac2-/- mice) upon a global map of protein-protein interactions. We then applied network propagation to identify a sub network of top 100 genes (listed as Table S2), including the known and candidate drivers of the Rac2-controlled macrophage M1 to M2 transition and metastasis (Figure 7B).

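The 100 entries of Table S2 correspond to 92 mouse genes, of which 86 were tested, and 9 differed between WT and Rac2-/- BMDMs. Higher in WT were Nos2, Ccl2, Ccl22, Flt1, Kdr, Plod1 and the dipeptidyl peptidase Dpp4, which was at a log2 value of 6.50 in WT and 5.57 in Rac2-/- (difference 0.93, adjusted p = 0.021). Higher in Rac2-/- BMDMs were Mrc1 and Vcan, which encodes the matrix proteoglycan versican. Vcan was at 5.93 in WT and 8.10 in Rac2-/-, a difference of -2.17 (SE 0.29, adjusted p = 0.00485). By sign, 41 of the 86 genes had the higher mean in WT and 45 in Rac2-/-. The set as a whole did not pass camera (adjusted p = 0.456). The counts are 7 higher in WT and 3 in Rac2-/- when adjusted over the list alone. With the replicate block they are 9 and 6. The total was 6 without WT array 2 and 5 without WT array 3, WT array 4, Rac2-/- array 3 or Rac2-/- array 4. The adhesion molecule Vcam1, a ligand of integrin α4β1, had a difference of 0.44 (adjusted p = 0.279, and 0.0126 with the block). The network draws in part on the study's own expression data, so the calls of its members are not independent evidence of direction.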

**Figure 7:**
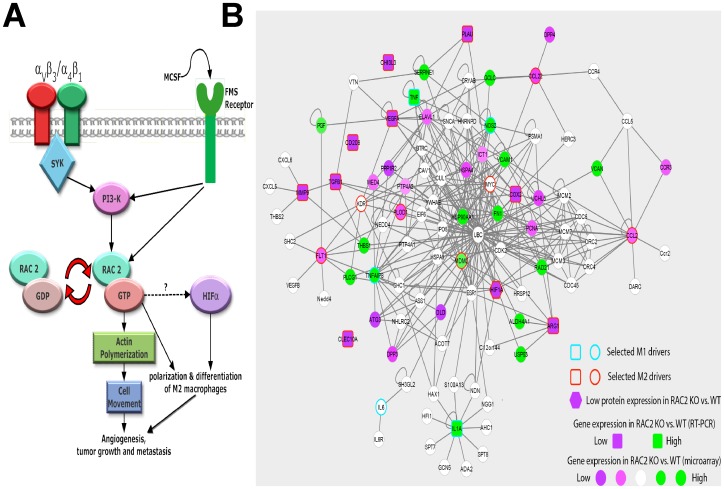
Identification of Rac2 regulated signaling pathways controlling differentiation of macrophages into M2 phenotype. (A) Graphic representation of novel integrin-Rac2 signaling axis in macrophages required for tumor growth, invasion, metastasis and the polarization of macrophages into M2 phenotype. (B) Interactome map developed from multiple-omic data which predicts how Rac2 regulates macrophage M2 differentiation. Nodes indicate genes either preselected for hierarchical analysis (colored borderer) or prioritized directly by the network propagation algorithm. Edges indicate protein-protein interactions. Node color indicates the protein or gene expression change in the Rac2-/- vs. WT condition.

## Discussion

It is well-appreciated that alterations in the extracellular matrix (ECM) contribute to important biological events which include wound healing, inflammation, tumor progression and metastasis [41], [42], [43]. The current investigation began with our initial observation that the provisional integrins, α_4_β_1_/α_v_β_3_ induced migration requires a specific isoform of Rac, Rac2 in macrophages and endothelial cells and that this pathway regulated the postnatal angiogenic response *in vivo* [1], [2]. Integrin signaling and migration on type IV intact collagen via the α_2_β_1_ integrin was completely normal in the Rac2-/- mice (Figure 3). Importantly, in the Rac2-/- mice there is no evidence of a vascular defect suggesting this regulatory requirement existed only in postnatal period. This was an important distinction since in other knockout models e.g. VEGF-/- and +/- mice were embryonic lethal or associated with profound defects in vasculogenesis and developmental angiogenesis [44], [45]. Careful control *in vitro* experiments confirmed several important features of our Rac2-/- model: **1**) Rac2-/- macrophages are defective for migration on certain matrix proteins corresponding to specific integrins, in particular α_4_β_1_ and α_v_β_3_ 2) stable retroviral transfection of an epitope tagged Rac2 and not Rac1 into macrophages reversed the migration defect for these integrins and 3) minimal to no migration defect is seen for α_5_β_1_ or α_2_β_1_ in Rac2-/- Mθs, respectively [2] (Figure 3A). This lead to us to investigate an important question; how does a specific provisional integrin α_4_β_1_ in postnatal inflammatory pathophysiologic states transmit a signal to encode information about the ECM/TME to macrophages and endothelial cells to maintain control over inflammation and angiogenesis and how do these pathways interface with tumor promotion and tumor progression *in vivo*. Such a pathway would need to exquisitely turn on and turn off the processes of angiogenesis and inflammation in health and could be deregulated in disease. A discovery of the fundamental signaling mechanisms for the regulation of these ECM/TME driven processes could be of potential therapeutic importance.

The α_4_β_1_/α_v_β_3_ integrins are expressed in hematopoietic and endothelial cells [14] and play a key role in inflammation [15], [29], [46], [47]. Other investigators have shown that α_4_β_1_ is involved in tumor progression involving the TLR4 signaling pathway and p110γ axis. However, these studies fail to provide a comprehensive picture for how the α_4_β_1_ integrin signals to regulate M2 differentiation and metastasis [29]. As expected, our data demonstrate that the phenotype of the α4Y991A knock-in differs significantly from the Rac2 -/- mice in that α4Y991A knock-in mice as reported by Schmidt et al [29] display a defect in Mθ entry into the TME whereas no such defect is noted in Rac2-/- mice. We speculate that *in vivo* alternative mechanisms exist in Rac2-/- macrophages which allow TME infiltration to occur and hence the Rac2 defect *in vivo* is more significantly involved in Mθ M2 differentiation (Figure 4C). In future studies, we will utilize our Rac2-/- model and other knockout and knockin models to pick-apart the pathways required for the provisional integrins to control tumor growth and metastasis. Our present studies demonstrate that specific α_4_β_1_ integrin in macrophages regulates, tumor growth and metastasis (Figure 3) and that the mechanism for α_4_β_1_ induced migration and M2 macrophage differentiation requires Rac2.

In our previously published report, we utilized a reductionistic approach to map the signaling elements required for α_4_β_1_ to engage Rac2 and not Rac1 [2]. We transduced a nonmyeloid cell, COS7 which expresses Rac1 and α_4_β_1_ but not Rac2 or Syk kinase with Syk and/or Rac2 and were able to determine that Syk was necessary and sufficient to convert α_4_β_1_ integrin dependent migration in COS7 cells to Rac2 dependency [2]. To further support our model for how the provisional integrins are linked to tumor growth, metastasis and M2 macrophage differentiation, we provide evidence that MCSF receptor cosignals through α_4_β_1_ integrin to promote these events by specifically activating Rac2 (Figure 6A). Although there is no literature on the interaction of CSF-1 receptor and α_4_β_1_ integrin, a study by Faccio *et al* has illustrated that M-CSF stimulation induces association between CSF-1 receptor (FMS) and α_V_β_3_ integrin in osteoclasts [36]. Moreover, our results also suggest that only MCSF but not GMCSF stimulations activate Rac2 (Figure 6A). In support of our results, existing literature provides evidence that MCSF signaling activates its receptor the FMS tyrosine kinase which sequentially activates PI-3 kinase and Rac in microglia and bone marrow derived cells [48], [49].

Previous findings clearly demonstrate that in the absence of Rac2, macrophages and/or neutrophils display suppressed reactive oxygen species (ROS) production, defective chemotaxis, impaired phagocytosis, and decreased microbial killing [1], [2], [6], [7], [8]. In the present study, we provide a novel role of macrophage Rac2 in controlling tumor growth and M2 macrophage differentiation. The microarray studies conducted on BMDMs isolated from Rac2-/- mice provide evidence that Rac2 controls expression of genes related to invasion and angiogenesis which supports the RT PCR data obtained from tumor derived Mθs in WT vs Rac2-/- mice (Figure 4C). Moreover Rac2 also controls expression of CCL2 and CCL22 (Figure 4) which are considered as M2 markers [33]. 

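The angiogenesis genes higher in WT BMDMs were the VEGF receptors Kdr and Flt1 and the growth factor Pdgfc, which acts on pericytes and fibroblasts. Pdgfc was at a log2 value of 8.50 ± 0.23 (SD, n = 5) in WT and 7.27 ± 0.16 (SD, n = 5) in Rac2-/- BMDMs, a difference of 1.22 (SE 0.13, adjusted p = 0.001; within batches 1.05 and 1.34). Vegfa itself had a difference of 0.17 (adjusted p = 0.969). Of 22 measured angiogenesis genes, fixed before the data were examined, 3 were thus higher in WT and none in Rac2-/- (4 and none when adjusted over the list alone). With the replicate block the counts were 4 and 2. Thbs2, an antiangiogenic thrombospondin, then passed on the WT side (difference 0.43, adjusted p = 0.0112), and Pdgfa (-0.57, adjusted p = 0.0438) and Thbs1 (-0.52, adjusted p = 0.0315) on the Rac2-/- side. The list had a median of 0.08 toward WT (camera, adjusted p = 0.00847, and adjusted p = 0.191 with an estimated correlation). Within arrays 1 and 2 the median was 0.11 (adjusted p = 0.114) and within arrays 3 to 5 it was 0.07 (adjusted p = 0.025).

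Of 24 measured genes of matrix degradation, Mmp25 was higher in WT and Mmp19, a stromelysin-like metalloproteinase, in Rac2-/- BMDMs (6 and 2 when adjusted over the list alone, and 5 and 2 with the block). Mmp19 differed by -0.58 (adjusted p = 0.0366; within batches -0.72 and -0.48), and passed in 2 of the 10 fits that leave out an array (highest adjusted p = 0.104, without Rac2-/- array 3). The list had a median of 0.06 and did not pass as a set (adjusted p = 0.0828), though it did without WT array 5 (adjusted p = 0.0365), without Rac2-/- array 5 (adjusted p = 0.0476) and within arrays 1 and 2 (adjusted p = 0.0494). Across the 10 fits that leave out an array its median was 0.0048 to 0.093, and the highest adjusted p was 0.202 (without WT array 1). Markers of endothelial cells, which carry Kdr and Flt1, did not pass as a set over 11 genes (adjusted p = 0.1), though they did without Rac2-/- array 1 (adjusted p = 0.042) and without Rac2-/- array 4 (adjusted p = 0.0427), and Kdr and Flt1 were the members past the test.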

Despite considerable progress, the molecular entities involved in the global rearrangement of the transcriptional profile occurring during alternative macrophage activation are still largely unknown. We will continue to examine our Rac2-/- model, which clearly establish a dominant role for Rac2 downstream of MCSF receptor and the α_4_β_1_ integrin in the control M2 macrophage differentiation. It is our view that the study of this model and other contributing elements (see interactome, Figure 7B) will further illuminate additional signaling pathways controlling this important tumor-specific phenotype.

We conclude that Rac2 provides the signaling specificity to drive the M2 macrophage phenotype under conditions of inflammation where macrophages are interacting with the provisional extracellular matrix and immunoregulation is key, e.g. parasitic infection. Importantly, malignant tumors have found a way to co-op this mechanism for M2 macrophage transition as an important component of tumor progression. The coordinate regulation of the macrophage transcriptomic program downstream of CSF1R/α_4_β_1_ stimulation is required for the complex physiologic transition from M1 to M2 remains unclear. We will continue to utilize our Rac2-/- model and our computational modeling methodologies [50], [51] to interatively implicate additional cooperating signaling elements i.e. protein-protein interactions in an effort to validate and then assemble a more complete picture of how the M1-M2 Mθ transition is regulated during the process of tumorigenesis.

## Methods

### Animal studies

All procedures involving animals were approved by the University of California San Diego Animal Care Committee, which serves to ensure that all federal guidelines concerning animal experimentation are met. Rac2-/- mice and normal littermates in C57BL/6J genetic background (backcrossed >50 generations into C57BL background) have been described [2]. Integrin α4Y991A mice were a gift from Dr. Mark Ginsberg [52].

### Antibodies and Reagents

Rac2 antibody is from Novus Biologicals. Rac1 antibody is obtained from Santa Cruz Biotechnology. Vitronectin and collagen are from Sigma (Sigma-Aldrich, St. Louis, MO), fragments of fibronectin (H296 and CH271) are from R&D systems. Primary or fluorescent antibodies against CD31 (clone MEC13.3), CD11b (clone M1/70) are from BD Biosciences, F4/80 (clone BM8) is from eBiosciences. 4, 6 diamidino-2-phenylindole (DAPI) are obtained from Sigma. Alexa Flour 594 or Alexa Flour 488 is from Invitrogen life Technologies. Collagenase/Dispase is from Roche Biosciences, hyaluronidase type V and Dnase I is from Sigma. α-isonitrosopropiophenone for arginase activity and sulphanilamide for nitrite assay is from Sigma. Bouin's solution is from Sigma. MCSF is from Gibco Life technologies and GMCSF from Peprotech Life sciences. D-luciferin potassium salt is from Caliper Life sciences. CD11b magnetic beads are from Militenyi Biotec.RNA isolation kit from Qiagen. Iscript cDNA synthesis kit and SYBR green are from Biorad (Bio-Rad, Hercules, CA).

### *In vivo* tumor experiments

Lewis lung carcinoma (LLC), B16 F10 melanoma and Panc02 cells were obtained from the American Type Culture Collection (ATCC). NB9464D cells were kind gift from Dr. Jon Wigginton. The 9464D disialoganglioside-2-positive, N-myc-overexpressing NB cell line was established in the laboratory of Dr Jon Wigginton (NCI), and was derived from spontaneous NB tumors arising in C57BL/6 N-myc transgenic mice developed originally by Dr William A. Weiss (University of California, San Francisco, CA) [53], [54]. All cells were cultured in DMEM media containing 10% FBS and tested for mycoplasma before implanting in animals. LLC or B16 melanoma cells (1×10^5^) or NB9464 (2×10^6^) were injected subcutaneously into syngeneic 4-6 week old mice. Tumor dimensions were recorded regularly and tumors were harvested 25 days post injection or otherwise stated. Tumor volume was measured using the following formula: Volume = 0.5×length×(width)^2^. Tumors were cryopreserved in O.C.T. or paraffin embedded or collagenase digested for flow cytometric analysis and sorting of macrophages. For experimental metastasis, B16 F10 melanoma cells (5×10^5^) were injected intravenously and lungs were harvested after 15 days. Lungs containing B16 metastases were immersed in Bouin solution to distinguish black tumor colonies from yellowish lung parenchyma. Surface metastatic foci in lung lobes were counted under a dissecting microscope. For spontaneous metastasis, orthotopic pancreatic tumors were initiated by implanting 1×10^6^ Panc02 into the pancreas of syngeneic mice. The abdominal cavities of WT and Rac2-/- were opened and the tails of the pancreata were exteriorized. One million Panc02 cells were injected into the pancreatic tail, the pancreas was placed into the abdominal cavity, and the incision was closed. Pancreatic tumors as well as lymph nodes and other organs with visible metastases were cryopreserved after 30 days of tumor implantation. The metastatic mesentric lymph nodes were counted under a dissecting microscope. All tumor experiments were performed three to four times with n = 8-10. For immunofluoresence studies, cryosections were incubated with primary antibodies against CD31and F4/80 antibodies, followed by Alexa Flour 594 (red) or Alexa488 (green) labeled secondary antibody. The sections were counter stained with DAPI to visualize nuclei and micro vascular density was measured in 40X fields photographed using a Metamorph image capture and analysis software (version 6.3 r5, Molecular Devices). Haematoxylin and eosin staining was performed by the Moores UCSD Cancer Center histology shared resource.

### Tumor digestion and FACS analysis

For FACS analysis, LLC tumors implanted into WT and Rac2-/- mice were excised, minced and digested to single cell population using mixture of enzymes containing 1 mg/ml of collagenase type IV, 10 ug/ml of hyaluronidase type V and 0.01 mg/ml Dnase I for 1 h at 37°C. Cells were solubilized with RBC lysis buffer (Thermo Scientific) and centrifuged. CD11b myeloid cells were purified from tumor cell suspension using the MACS method (Militenyi Biotec) according to the manufacturer's instructions. Briefly, cells were incubated with beads conjugated with anti-mouse CD11b and positively selected on LS columns. The recovered cells were incubated with Fc_γ_R blocking reagent (BD Bioscience) followed by staining with CD11b (clone M1/70, BD Biosciences) and F4/80 (clone BM8, eBioscience) antibodies. To exclude dead cells, 0.5 µg/ml propidium iodide (PI) was added before data acquisition by FACS caliber instrument (BD Bioscience). CD11b and F4/80 positive cells were sorted by FACS and used for real time PCR studies.

### Arginase activity

Arginase activity was measured in cell lysates, as previously described by Coraliza et al. [55]. Briefly, macrophages sorted from LLC tumors injected in WT and Rac2-/- animals were lysed with 100 µl of 0.1% Triton X-100. Subsequently, 100 µl of 50 mM Tris-HCl and 10 µl of 10 mM MnCl2 were added, and the enzyme was activated by heating for 10 min at 56°C. Arginine hydrolysis was conducted by incubating the lysate with 100 µl of 0.5 M L-arginine (pH 9.7) at 37°C for 60 min. The reaction was stopped with 400 µl of H_2_SO_4_ (96%)/H_3_PO_4_ (85%)/H_2_O (1/3/7, v/v/v). The urea concentration was measured at 540 nm after addition of 25 µl of α-isonitrosopropiophenone (dissolved in 100% ethanol), followed by heating at 95°C for 45 min. One unit of enzyme activity is defined as the amount of enzyme that catalyzes the formation of 1 µmol urea per min.

### NOS activity assay

Macrophages sorted from LLC tumors injected in WT and Rac2-/- animals were seeded in triplicates at a concentration of 5×10^5^ per well into 96 well plate and stimulated with 10 ng/ml LPS for the nitric oxide synthesis assay (NOS). After 24 hrs of incubation, equal volumes of culture supernatants (100 µl) were mixed with Greiss reagent (1% sulfanilamide in 5% phosphoric acid and 0.1% *N*-1-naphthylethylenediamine dihydrochloride in double-distilled water). After 10-min incubation at room temperature, the absorbance at 550 nm was measured using microplate plate reader (Bio-Rad). Nitrite concentrations were determined by comparing the absorbance values for the test samples to a standard curve generated by serial dilution of 0.25 mM sodium nitrite.

### Macrophage injection experiments to establish Mθ-autonomous control of tumor growth, metastasis and M1-M2 transition

To determine if the phenotypes observed in the Rac2-/- mice were macrophage autonomous, we reconstituted Rac2-/- mice with bone marrow derived macrophages from wild type mice versus an equal number of BMDM isolated from Rac2-/- animals. LLC tumors (1×10^5^) were subcutaneously implanted into WT and Rac2-/- mice. On 5^th^ day of tumor implantation, 1×10^6^ cultured WT or Rac2-/- BMDM (grown in MCSF) were injected through tail vein in Rac2-/- mice. 1 million WT or Rac2-/- BMDM were injected every third day until tumors were harvested on 25 day. For B16 metastasis reversal experiment, 1 million BMDM were injected two days before B16 (5×10^5^) injections, followed by four macrophage injections (1 million BMDM or GBMDM) every third day for 15 days. Tumors were used for immunofluoresence, immunohistochemistry and for macrophage sorting by FACS as described above. Finally, we performed experiments in which we locally inject Rac2-/- vs WT derived macrophages directly into the lung parenchyma followed by tail vein injection of B16 cells as a metastasis challenge (2 days after injection of Mθs).Rac2-/- mice were intraperitoneally injected with ketamine (60 mg/kg) and xylaxine (20 mg/kg) to induce anesthesia and fixed in either right or left lateral decubitus position after anesthesia. A small cut in the skin near the lungs were made so that lungs are visible. Then 50 µL WT BMDM (1 million) was injected into the upper margin of the sixth intercostal rib on the right anterior axillary line to a depth of about 5 mm rapidly and the needle was promptly pulled out. Similarly, the procedure is performed on the left side, injecting 1 million Rac2-/- BMDMs. The BMDMs and GBMDMs injected in the mice were 90% viable, as determined by trypan blue and replating a small aliquot of cells, at the time of injection. Mice were kept under observation until complete recovery. After two days, 5×10^5^ B16 luciferase cells were injected through tail vein and the luciferase signal was monitored every third day on IVIS (Xenogen IVIS 200) by injecting luciferin intraperitonealy in mice. Mice were sacrificed on day 15 to isolate lungs.

### CD31 staining of neonate retinas

Neonate retinas (P7-8) were isolated from WT, Rac2+/- and Rac2-/- mice and fixed in 4% followed by 2% paraformaldehyde. The retinas were permeabilized with ice cold methanol for 10 min, followed by blocking in 20% normal goat serum. Retinas were incubated with anti-CD31 primary antibodies, followed by incubation with Alexa 488 secondary antibodies. The images were taken under Deltavision deconvolution microscope.

### Isolation of bone marrow-derived macrophages and Rac2 pull down assays

Bone marrow-derived macrophages (BMDM) were isolated as described previously [2]. GBMDMs were cultured on 75 ng/ml of GMCSF. On day 7, most of the adhering cells are macrophages as confirmed by FACS analysis (>90% Mac1 and F4/80 positive cells Rac2 pull down assays were done as described earlier [2]. WT BMDMs were stimulated in 10 cm of non-tissue culture-coated petri dishes coated with 10 µg/ml vitronectin (αvβ_3_), or fragment of fibronectin H296 (α_4_β_1_) or CH271 (α_5_β_1_) or collagen (α_2_β_1_) in PBS for 1 h at 37°C. Cells were scraped, washed in serum-free medium (5×10^6^ cells in 2 ml of serum-free media) and then plated on vitronectin, H296, CH271 or collagen coated plates for 10 min. Following adhesion cells were chilled with Hanks' balanced salt solution at 4°C. For another set of experiments, WT BMDMs or GBMDMs grown in culture for 7 days were serum starved for 4 hrs, followed by stimulation with 50ng/ml of MCSF or GMCSF and cell lysate preparation. Cell lysates were prepared in 25 mM HEPES, pH 7.5, 150 nM NaCl, 1% Igepal CA-630, 10 mM MgCl_2_, 1 mM EDTA, 10% glycerol, 10 µg/ml leupeptin, 10 µg/ml aprotinin, 25 mM sodium fluoride, and 1 mM sodium orthovanadate. Binding reaction was initiated by adding 10 µl of Pak-1-agarose (GST fusion protein, corresponding to the p21 binding CRIB domain, PBD, residues 67–150, of human PAK-1, expressed in *E. coli* and bound to glutathione agarose) to each sample and incubated for 45 min at 4°C and processed as described [8].

### Quantification of gene expression

Total RNA was isolated from BMDMs and sorted tumor macrophages using the Qiagen RNAeasy kit (Qiagen, Hilden, Germany) according to manufacturer's instructions. cDNA was prepared from 1 ug RNA sample using iscript cDNA synthesis kit (Bio-Rad, Hercules, CA). cDNA (2 µL) was amplified by RT-PCR reactions with 1× SYBR green supermix (Bio-Rad, Hercules, CA) in 96-well plates on an CFX96 Real time system (Bio-Rad, Hercules, CA), using the program: 5 min at 95°C, and then 40 cycles of 20 s at 95°C, 1 min at 58°C and 30 sec at 72°C. The primer sets used for different sets of genes are listed in Table S3. Specificity of the produced amplification product was confirmed by examination of dissociation reaction plots. Relative expression levels were normalized to Gapdh expression according to the formula <2∧(Ct gene of interest-Ct Gapdh) > [56]. Values are multiplied by 100 for presentation purposes.

### Microarray analysis

Total RNA was extracted using RNeasy mini columns (Qiagen, Germantown, MD). RNA integrity was assessed using an Agilent 2100 Bio analyzer. All samples demonstrated RNA integrity (RIN) of 7 or greater. RNA was labeled and hybridized to Affymetrix Mouse Genome 1.0 ST arrays. The raw probe intensities were processed using the RMA method to get the gene expression values. 27031 genes expressed in at least four samples were retained. The ComBat method [57] was then used to remove the batch effect. Standard limma analysis [58] was used to identify genes differentially expressed between the Rac2-/-and WT mouse groups (FDR<5%). The microarray data has been assigned an accession number of GSE41236 and can be viewed online on this site http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE41236.

### Interactome map

Interactome analysis was performed to explore interactions between M1 and M2 driver genes and identify other candidate genes in close network proximity to the known drivers. We first curated M1 and M2 driver lists based on support in literature [19], [33], [59] and our experimental multiple-omic data. Our real time PCR data supports our conclusion that Rac2 controls gene expression of arginase, CLEC10A (Mgl), CD206 (MMR), VEGF, IL1, IL6, TNF, CHI3I3 (YM1), RENTLA (FIZZ1),COX2 and uPA (Figure 4 & 5), hence these genes were used in the preparation of an interactome map. We also obtained a large-scale human protein-protein interaction network from the BioGRID database [60]. We then applied a network propagation algorithm similar to Google's PageRank [61], [62] which seeks to identify novel candidate genes using the “guilt by association” principle, i.e. find candidates among genes which tend to interact densely with the previously identified drivers [63] The interaction network spanning the top 100 genes was identified and annotated with protein and gene expression changes between the Rac2-/- and WT conditions. When new components are identified and validated that regulate M1-M2 transition, they are added to the interactome analysis in an iterative manner.

### Metabolomic profiling

For metabolomic studies, 2–5 million macrophages isolated from WT or Rac2-/- mice and cultured on MCSF (BMDMs) were used. The metabolomic platform consisted of three independent methods: ultrahigh performance liquid chromatography/tandem mass spectrometry (UHLC/MS/MS2) optimized for basic species, UHLC/MS/MS2 optimized for acidic species, and gas chromatography/mass spectrometry (GC/MS). The detailed descriptions of the Metabolon platform, including sample processing, instrument configuration, data acquisition, and metabolite identification and quantitation, were published previously [64], [65]. Essentially, the samples were extracted and split into three equal aliquots for analysis by the three methods. For the two LC methods, chromatographic separation followed by full scan mass spectra was carried out to record retention time, molecular weight (m/z) and MS/MS2 of all detectable ions presented in the samples. For GC, the samples were derivatized using bistrimethyl-silyl-triflouroacetamide. The retention time and molecular weight (m/z) for all detectable ions were measured. The metabolites were identified by comparison of the ion features in the experimental samples to a reference library of chemical standard entries that included retention time, molecular weight (m/z), preferred adducts, and in-source fragments as well as their associated MS/MS2 spectra.

### Cell migration and invasion assay

Integrin-directed cell migration assays (haptotaxis) were performed on polycarbonate membranes using transwell migration chamber (diameter 6.5 mm, pore size 8 µm; Costar Corporation, Cambridge, MA). The underside of the membrane to which cells migrate was coated with 10 µg/ml vitronectin, collagen and fragments of fibronectin H296 (binds with α_4_β_1_) or CH271 (binds with α_5_β_1_) http://www.ncbi.nlm.nih.gov/pubmed/12917394 in PBS for 1 hour at 37°C. Surfaces were subsequently blocked with heat-denatured BSA. Transwells were placed into the lower chamber containing 600 µl serum free media. 2×10^5^ cells (6 days in culture) in 100 µl media/transwell were added to the top of the migration chamber (uncoated side) and allowed to migrate to the coated side of the chamber for 14 h at 37°C. Haptotaxis was quantified as described previously [66]. Invasion assays were performed in triplicate using Transwell invasion chambers coated with Matrigel (BD Biosciences, USA).

### Statistical analysis

Statistical analysis was performed using GraphPad PRISM 4. Where applicable, data were analyzed by unpaired two-tailed *t* test. One or two-way ANOVA with Tukey or Bonferroni post-test, respectively, were used for comparisons of more than two groups.

## Supporting Information

Figure S1 Rac2-/- mice shows no defect in embryonic angiogenesis. Representative photograph showing retinas isolated from WT, Rac2+/− and Rac2-/- neonates (P7-P8). Neovascular endothelial cell are imaged using CD31 immunofluorescent antibody staining (green). Experiment was repeated three times with 4-5 mice in each group.
(TIF) Click here for additional data file.

Figure S2 Rac2 promotes spontaneous metastasis. Representative photograph of the part of colon used in Fig. 2E showing metastatic mesenteric lymph node in WT and not in Rac2-/- and same sections were used for performing H&E staining. Experiment was repeated three times with similar results with 3–4 mice in each group.
(TIF) Click here for additional data file.

Figure S3 Rac2 promotes differentiation of M2 macrophages *in vitro* (A) Heat map generated from microarray analysis of BMDMs isolated from WT and Rac2-/- mice (n = 5 in each group) as described in Materials and Methods. Heatmap shows the differential expression of some novel genes related to macrophage differentiation and function as well as genes related to M1-M2 polarization. (B) Heatmap representation of metabolites across BMDMs from WT (n = 5) and Rac2-/- (n = 5) mice. Shades of yellow represent elevation of a metabolite and shades of blue represent decrease of a metabolite relative to the median metabolite levels (see color scale). Fig. shows the higher expression of metabolites related to nucleotide metabolism in Rac2-/- BMDMs.
(TIF) Click here for additional data file.

Figure S4 Phenotype reversal by WT BMDMs and not by GBMDMs or Rac2-/- BMDMs (A) Quantitative PCR analysis of mRNA for M1, M2 specific genes in the BMDMs or GBMDMs cultured in MCSF or GMCSF respectively. (B) Quantitative PCR analysis of mRNA for IL 1, IL 6, TNFα, cox2, uPA, MMP9, MMR, Arginase and TGF-β in the macrophages sorted from LLC tumors implanted in Rac2-/- mice and treated with WT BMDMs or GBMDMs as described in Fig. 6B & C subpanel. Values are mean ± SEM (n = 3–4). Statistical significance is assessed by two sample *t*-test where *denotes *P*<0.05, ** denotes *P*<0.01 and *** denotes *P*<0.001. Experiment was repeated three times with similar results. (C) Figure shows the mean number of tumor nodules visible on the surface of the lungs in Rac2-/- mice treated with 1 million WT BMDMs or WT GBMDMs. Values are mean ± SEM (*n* = 5–6-; *P*<0.001; pair wise two-sided Student's *t* test). (D) H &E staining sections showing pulmonary metastasis in Rac2-/- mice injected with local injection of 1 million WT BMDM in the right lobe of lung and WT GBMDM or Rac2-/- BMDM in the left lobe of Rac2-/- mice, followed by tail vein injections of 5×10^5^ B16 luciferase cells.
(TIF) Click here for additional data file.

Table S1 List of genes expressed differentially in microarray analysis in WT versus Rac2-/- BMDM. 

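Every one of the 44 genes of Table S1 that were tested had its difference on the side that the table's arrow gives, 26 with an up arrow and 18 with a down arrow. Of these, 25 also passed the test over all features, 17 higher in WT and 8 higher in Rac2-/- BMDMs. The chemokine Ccl7, a relative of Ccl2 that also attracts monocytes, was among them, with a log2 difference of 1.62 (SE 0.22, adjusted p = 0.00577). Plod1 was at 11.52 in WT and 10.72 in Rac2-/- (difference 0.81, SE 0.13, adjusted p = 0.0109). Cerkl, a relative of ceramide kinase, had a difference of 0.56 that did not pass the test (adjusted p = 0.511, and 0.0477 with the replicate block). With the replicate block 39 of the 44 genes passed, and with the batch term, chosen after seeing the data, 42. Within arrays 3 to 5 alone 29 passed, and within arrays 1 and 2 alone none. Adjusted over the list alone, 25 of the genes with an up arrow and 16 of those with a down arrow passed. As sets, the genes with up arrows (camera, adjusted p = 2.16e-37, and 5.68e-05 with an estimated correlation) and with down arrows (adjusted p = 4.03e-20, and 0.000393 with an estimated correlation) both passed. The table lists genes chosen on these arrays, so neither count nor set test is independent evidence of direction. Of its 47 genes, Gpr31c, Mpa2l and Slc4a7 were not analysed here.

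**Figure D5:**
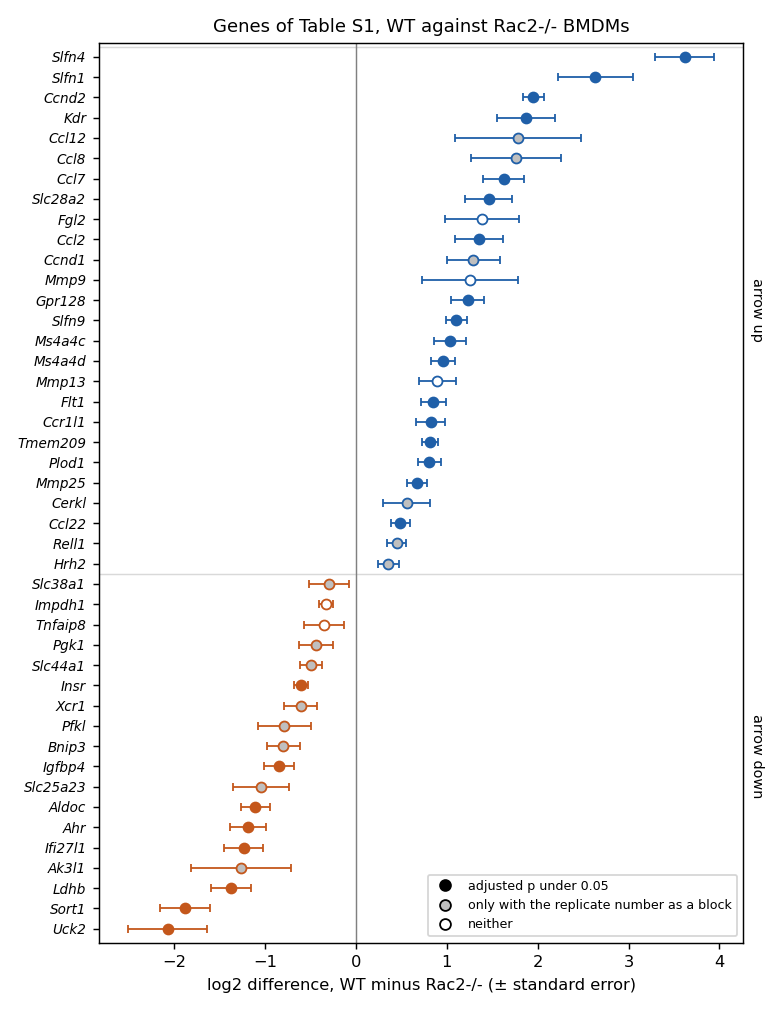
Log2 difference, WT minus Rac2-/-, with its standard error, of the 44 tested genes of Table S1, positive values being higher in WT. All 44 lie on the side of the table's arrow, and 25 passed an adjusted p of 0.05.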

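On a linear scale, 2 to the power of the log2 difference, the expression of the 44 tested genes of Table S1 in WT BMDMs ranged from 0.238 of that in Rac2-/- BMDMs for Uck2 to 12.3-fold for Slfn4. The table's printed values are the paper's, and run from 0.79 to 1.47. They were compared with the arrays on each of 2 scales. With the ratio of linear values no gene lay within 0.05 of the printed value, and the median absolute difference was 0.54. With the ratio of the mean log2 values of the groups, 40 of the 44 genes lay within 0.05, and the median absolute difference was 0.0077. A ratio of log2 values shrinks toward 1 as a gene's level rises, so genes of different levels cannot be ranked by it.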

Fold change represents the gene expression value in WT BMDMs divided by gene expression values of same gene in Rac2-/- BMDMs; If gene expression is increased in WT BMDMs the fold-change is preceded by an up arrow (↑), if gene expression in WT is decreased relative to Rac2-/-, the fold-change value is preceded by a down arrow (↓). Gene functions are based on literature, with emphasis placed on functions in the macrophage whenever possible.
(DOC) Click here for additional data file.

Table S2 List of top 100 genes in an interactome map, identified as novel candidate genes/proteins by multiple-omic analysis which tend to interact densely with the previously identified drivers of M1-M2 transition. This represents an iterative process; when new components are validated they are added to the interactome query.
(DOC) Click here for additional data file.

Table S3 List of primers used in real time PCR.
(DOC) Click here for additional data file.

# Supplementary material for: Rac2 Controls Tumor Growth, Metastasis and M1-M2 Macrophage Differentiation In Vivo
**Source:** PLoS One. 2014 Apr 25;9(4):e95893. doi: 10.1371/journal.pone.0095893
**Supplement:** Table S1 — List of genes expressed differentially in microarray analysis in WT versus Rac2-/- BMDM. Fold change represents the gene expression value in WT BMDMs divided by gene expression values of same gene in Rac2-/- BMDMs; If gene expression is increased in WT BMDMs the fold-change is preceded by an up arrow (↑), if gene expression in WT is decreased relative to Rac2-/-, the fold-change value is preceded by a down arrow (↓). Gene functions are based on literature, with emphasis placed on functions in the macrophage whenever possible.

**Table S1**.

| **Pathway/Function** | **Gene** | **Symbol** | **Fold Change** | **Function** |
| --- | --- | --- | --- | --- |
| **Cytokines and Chemokines**  **VEGF signaling Pathway**  **Invasion and Angiogeneis**  **Cell Cycle**  **Membrane Receptors**  **Enzymes**  **Apoptosis related protein**  **Solute Carrier**  **Extracellular mediators** | Chemokine(C-C) motif ligand 8  Chemokine(C-C) motif ligand 22  Chemokine(C-C) motif ligand 2  Chemokine(C-C) motif ligand 7  Chemokine(C-C) motif ligand 12  Interferon alpha inducible protein 27 like 1  Tumor Necrosis Factor alpha induced protein 8  Kinase insert domain repeat  FMS-related tyrosine Kinase 1  Matrix metallopeptidase 9  Matrix metallopeptidase 25  Matrix metallopeptidase 13  Cyclin D1  Cyclin D2  Membrane-spanning- 4- domains Subfamily A, member 4D  Membrane spanning 4 domains Subfamily A, member 4C  G protein-coupled receptor 31  G protein-coupled receptor 128  Histamine Receptor H2  Aryl -hydrocarbon Receptor  Insulin Receptor  Chemokine (C-C) motif receptor 1 like 1  Chemokine (C motif) receptor 1  Transmembrane protein 209  RELT like 1  Macrophage activation 2 like  Schlafen4  Schlafen9  Schlafen1  Uridine-cytidine kinase2  Lactate dehydrogenase B  Phosphoglycerate kinase1  Aldolase C  Ceramide kianse like  Adenylate kinase 3 like 1  Phosphofructokinase1  Inosine monophosphate dehydrogenase  BCL2 adenovirus E1B interacting protein 3  Solute Carrier family protein family 28, member 2  Solute Carrier family protein family 4, member 7  Solute Carrier family protein family 25, member 23  Solute Carrier family protein family 38, member1  Solute Carrier family protein family 44, member 23  Sortilin1  Fibrinogen like 2  Insulin like growth factor binding protein4  Procollagen lysine hydroxylase | Ccl8  Ccl22  Ccl2  Ccl7  Ccl12  Ifi27l1  Tnfaip8  Kdr  Flt1, VEGFR1  MMP9  MMP25  MMP13  Ccnd 1  Ccnd 2  Ms4a4d  Ms4a4c  Gpr31c  Gpr128  Hrh2  Ahr  Insr  Ccr1l1  Xcr1  Tmem209  Rell1  Mpa2l  Slfn4  Slfn9  Slfn1  Uck2  Ldhb  Pgk1  Aldoc  Cerkl  Ak3l1  Pfk1  Impdh1  Bnip3  Slc28a2  Slc4a7  Slc25a23  Slc38a1  Slc44a1  Sort1  Fgl2  Igfbp4  Plod1 | 1.2↑  1.08↑  1.15↑  1.19↑  1.2↑  0.86↓  0.96↓  1.13↑  1.15↑  1.19↑  1.1↑  1.13↑  1.14↑  0.97↑  1.18↑  1.08↑  1.13↑  1.25↑  1.04↑  0.86↓  0.93↓  1.15↑  0.89↓  1.08↑  1.04↑  1.18↑  1.47↑  1.15↑  1.29↑  0.79↓  0.84↓  0.96↓  0.88↓  1.08↑  0.84↓  0.92↓  0.95↓  0.92↓  1.16↑  0.866↓  0.877↓  0.97↓  0.95↓  0.80↓  1.13↑  0.92↓  1.07↑ | Chemotactic for and activates monocytes, T cells and mast cells that are involved in inflammatory response  M2 macrophage marker. Specifically attracts monocyte and regulate macrophage function.  M2 macrophage marker.  Recruits monocyte, memory T cells and dendritic cells to sites of infection and inflammation  Specifically attracts monocytes and regulate macrophage function  Specifically attracts monocytes, eosinophills and lymphocytes  Promotes cell death. Mediates IFN-induced apoptosis characterized by a rapid and robust release of cytochrome C from the mitochondria and activation of BAX and caspases 2, 3, 6, 8 and 9  Suppressor of TNF alpha induced apoptosis  Main mediator for VEGF-induced endothelial proliferation, survival, migration, tubular morphogenesis and sprouting.  Angiogenesis, patterning of blood vessels, cell adhesion, cell differentiation, cell migration.  Breakdown of extracellular matrix proteins, tumor associated tissue remodeling, role in tumor growth and metastasis  Tumor invasion and metastasis through activation of MMP2  Cell migration, angiogenesis, tumor growth and host defence  Macrophage adhesion, motility and migration  Mediator of cell division,  Macrophage activation by LPS  This gene encodes a B-lymphocyte surface molecule which plays a role in the development and differentiation of B-cells into plasma cells.  unknown  Shows high affinity for the lipid mediator 12-lipoxygenase-derived product 12-(S)-hydroxy-5,8,10,14-eicosatetraenoic acid (HETE  Member of adhesion GPCR family of receptors  Inflammatory role in macropahges.  ligand-activated transcription factor involved in immunoregulatory role in macrophages and T cells  involved in expression of eNOS in endothelial cells  involved in C-C chemokine activity and G-protein coupled receptor activity  also known as GPR5. involved in inflammatory response.  unknown  unknown  unknown  Involved in macrophage activation and differentiation  unknown  Promotes cell growth and development of T lymphocytes  Involved in nucleotide metabolism pathway  Converts pyruvate final product of glycolysis to lactate  Major enzyme used in glycolysis in the first ATP generating step of glycolytic pathway.  Enzyme of glycolysis and converts fructose1, 6 bisphosphate into glyceraldehydes 3 phosphate and dihydroxyacetone phosphate.  Play important role in cell proliferation and survival  Involved in nucleotide metabolism pathway and catalyzes the interconversion of adenine nucleotides  Enzyme of glycolysis, phosphorylates fructose-6-phosphate  Enzyme involved in nucleotide metabolism converts inosine monophosphate to xanthine monophosphate  Known to induce apoptosis  Involved in homeostasis of endogenous nucleosides  Mediates transport of sodium and bicarbonate ions  Gene functions as a gated pore that translocates ADP from mitochondrial matrix to cytoplasm  Important transporter of glutamine an intermediate in the detoxification of ammonia  Amino acid transporters play essential role in uptake of nutrients, production of energy  Participates in degradation of VLDL  Found on surface of macrophages and involved in immune and adaptive response  Serve as carrier protein for IGF1  Attach hydroxyl group to lysine in collagen like proteins |

# Supplementary material for: Rac2 Controls Tumor Growth, Metastasis and M1-M2 Macrophage Differentiation In Vivo
**Source:** PLoS One. 2014 Apr 25;9(4):e95893. doi: 10.1371/journal.pone.0095893
**Supplement:** Table S2 — List of top 100 genes in an interactome map, identified as novel candidate genes/proteins by multiple-omic analysis which tend to interact densely with the previously identified drivers of M1-M2 transition. This represents an iterative process; when new components are validated they are added to the interactome query.

**Table S2.**

# Supplementary material for: Rac2 Controls Tumor Growth, Metastasis and M1-M2 Macrophage Differentiation In Vivo
**Source:** PLoS One. 2014 Apr 25;9(4):e95893. doi: 10.1371/journal.pone.0095893
**Supplement:** Table S3 — List of primers used in real time PCR.

**Table S3**

| **Gene** | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
| **IL 1β** | CAACCAACAAGTGATATTCTCCATG | GATCCACACTCTCCAGCTGCA |
| **IL 6** | GAGGATACCACTCCCAACAGACC | AAGTGCATCATCGTTGTTCATACA |
| **IL 10** | GGT TGC CAA GCC TTA TCG GA | ACC TGC TCC ACT GCC TTG CT |
| **IL 23** | TGTGCCCCGTATCCAGTGT | CGGATCCTTTGCAAGCAGAA |
| **TNF α** | CATCTTCTCAAAATTCGAGTGACAA | TGGGAGTAGACAAGGTACAACCC |
| **TGF β** | TGACGTCACTGGAGTTGTACGG | GGTTCATGTCATGGATGGTGC |
| **uPA** | TTA CTG CAG GAA CCC TGA CAA CCA | TGC TAA GAG AGC AGT CAT GCA CCA |
| **Cox 2** | GTATCAGAACCGCATTGCCTC | CGGCTTCCAGTATTGAGGAGAACAGAT |
| **MMP 2** | CAG GGA ATG AGT ACT GGG TCT ATT | ACT CCA GTT AAA GGC AGC ATC TAC |
| **MMP 9** | AAT CTC TTC TAG AGA CTG GGA AGG AG | AGC TGA TTG ACT AAA GTA GCT GGA |
| **VEGF** | ATC CGC AGA CGT GTA AAT GTT CCT | TCA CCG CCT TGG CTT GTC AC |
| **MGL 1** | ATG ATG TCT GCC AGA GAA CC | ATC ACA GAT TTC AGC AAC CTT A |
| **MMR** | GCA AAT GGA GCC GTC TGT GC | CTC GTG GAT CTC CGT GAC AC |
| **YM 1** | GGG CAT ACC TTT ATC CTG AG | CCA CTG AAG TCA TCC ATG TC |
| **Arginase** | ATG GAA GAG ACC TTC AGC TAC | GCT GTC TTC CCA AGA GTT GGG |
| **GAPDH** | ACC ACA GTC CAT GCC ATC AC | TCC ACC ACC CTG TTG CTG TA |

How the deposited data were processed for this re-analysis (not part of the article)

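Gene expression of BMDMs was measured on 10 Affymetrix mouse whole-transcript arrays, 5 of WT and 5 of Rac2-/- cells, and all 10 arrays were used. Groups and replicate numbers, 1 to 5 in each group, were taken from the sample labels. The labels and the paper differ in the day of harvest (day 8 and day 7), in the RIN (8 to 9 and at least 7) and in the share of Mac1-positive cells (at least 80% and over 90%). The deposited values are log2 values that the authors made with RMA, which corrects the background, normalizes between arrays by quantiles and summarizes the probes of a feature. The log base is not written with the values. It was taken as log2 because the values lie between 1.69 and 13.7 with medians of 6.07 to 6.14 per array, as RMA gives. There was no centring on genes. The methods name a filter that leaves 27031 genes, ComBat for a batch effect and limma. The deposited values hold 34760 features, so this filter had not been applied to them. In them 12675 of the 27031 features kept here differed between arrays 1 and 2 and arrays 3 to 5. That difference had thus not been removed. Whether ComBat was used on the deposited values is not stated in the sources used here. Versions of the authors' software are not given there either. No 2 arrays were identical (0 pairs), and no feature was present in duplicate.

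Gene names came from the platform annotation, brought to current symbols through the annotation of GRCm38.p6, which was used for names and for neighbouring genes alone. Of the features, 21640 had a single symbol, 1321 had several and 11799 were not listed. Symbols were matched by Entrez identifier for 21553 features and by accession for 3, and 84 were kept as given. Among the 27031 features kept by the filter, 18260 had a single symbol, 936 several and 7835 none. Genes were named only from features with a single symbol, which gave 16882 genes, 826 of them with several features, for which the feature with the highest mean was read. Names such as Ak3l1, Ifi27l1, Gpr128 and Mpa2l were read as Ak4, Ifi27, Adgrg7 and Gbp6. Gpr31c, Gbp6, Slc4a7, Retnla and Il6 were not tested.

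Differences between WT and Rac2-/- were tested on the log2 values in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, without a block), with Benjamini-Hochberg adjustment and a threshold of 0.05. The filter kept the 27031 features with the highest fourth-highest value, of which the lowest was 4.73. The rules for the genes named in the text were set before the data were examined. They name Rac2, every gene of Table S1, of the results text on the arrays, of Fig. 5A to C and of the paper's M1 and M2 markers, the 12 largest differences in each direction among genes past the threshold with all arrays of a group above all of the other, the 3 members with the smallest adjusted p of each list, and the members past the threshold in lists whose test is reported. The values in Table S1 had been seen at that time. Named outside these rules, after their values were seen, were Folr2, Cd163, Pparg, Dpp4, Vcam1, Pdgfa, Thbs1, Thbs2, Tkt, Rhoh, Rac1, Rac3, Cybb, Lyz2, Col1a1, Prss34, Kdm5d, Eif2s3y and Uty. Gene lists for M1 and M2 markers, S phase and mitosis, G1 regulators, angiogenesis, matrix degradation, glycolysis, the pentose phosphate pathway, nucleotide metabolism, the TCA cycle, HIF targets, type I interferon response, NF-kB and early inflammation, immediate early and heat shock response, sterol and fatty acid synthesis, integrin and MCSF receptor, neighbours of Rac2, sex-linked genes and markers of 11 cell types were fixed at the same time. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, and the adjustment ran over 18 lists of genes and over 11 lists of cell type markers separately. Reactome sets of 15 to 300 genes came with fgsea 1.28.0, and 662 were tested in the same way. Within each list, counts were also adjusted over the list alone. Some of these genes and lists are not reported here.

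Alternatives were the filter, the replicate block, a trended and robust variance, array weights, the leading component of the residuals as a covariate, quantile normalization, median centring, the mean of the features of a gene, the methods' t-test, a minimum log2 difference of 0.5, an estimated correlation and fry for gene lists, and leaving out each of the 10 arrays. The arrays numbered 1 and 2 stood apart from those numbered 3 to 5 in both groups. Added after this was seen were a term for these 2 batches, ComBat on them, and fits within each.

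Whether the replicate numbers pair the arrays was decided before calls were compared. The deviations of same-numbered arrays from their group means correlated at 0.493 to 0.716, so every pair lay over 0.1 and the numbers were treated as pairing the arrays. Other numbers of the same batch correlated at 0.476 to 0.724 and numbers of different batches at -0.716 to -0.515, and 5 of the 10 arrays correlated best with their own number. The pairing comes from the values alone, since no source used here says what the numbers stand for. The replicate block gave 1716 features past the threshold, against 514 without it.

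The scripts were tested on simulated data with known changes in some of the 27031 features. Without a block, 9 of 67 features with a log2 change of 0.5, 38 of 67 with a change of 1 and 60 of 66 with a change of 2 were recovered, with 0 false calls. The replicate block recovered 19, 54 and 64 with 3 false calls, with the batch term 34, 60 and 65 with 5, with ComBat 48, 64 and 65 with 47, and with the methods' t-test 8, 33 and 53 with 0. Without a block, most changes of 0.5 on the log2 scale were thus missed. RT-PCR, metabolomics and animal experiments of the paper, and its KEGG sets, were not analysed here.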

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

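The splits that keep the batches balanced or part the same-numbered pairs, the batch term, the within-batch fits, and the tests of single arrays and of a swap were chosen only after the results were seen.

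The number of features that differ between WT and Rac2-/- BMDMs shares the data with a larger structure, the arrays numbered 1 and 2 of both groups against those numbered 3 to 5. Of 100 splits of the 10 arrays into 5 and 5, 3 gave at least the real 514 features, 3 at least the 299 higher in WT and 3 at least the 215 higher in Rac2-/-, so chance can be excluded, but the highest other splits called 5931, 3099 and 3099, and the larger splits, with 5931 and 5697 features, put arrays 1 and 2 of both groups together, which points to the batches. Chance cannot be excluded for the 11 gene lists (5 of 100, highest other 11) or the 18 Reactome sets (89 of 100, highest other 176). The 60 splits that keep both batches balanced were fitted with the batch term. Over them chance can be excluded for 2524 features (1 split, highest other 1) and cannot for 96 Reactome sets (19 splits, highest other 194). Chance is not excluded for the number of gene lists, 11, as in the 100 splits above. Only 1 of these 60 splits, the real one, was as large, but the highest other gave 10 lists. By the size of their medians over these splits, chance cannot be excluded for 6 of the 11 lists singly, which are glycolysis (0.21, 3 splits as large, highest other 0.24), immediate early and heat shock genes (0.17, 3 splits, 0.27), the TCA cycle (0.097, 4 splits, 0.10), nucleotide metabolism (0.088, 5 splits, 0.11), angiogenesis (0.083, 6 splits, 0.12) and sterol and fatty acid synthesis (0.28, 6 splits, 0.33). For S phase and mitosis, 2 balanced splits were as large, and the highest other (0.60) was larger in size than the real median (-0.55). Over the 100 splits, 10 were as large for S phase and mitosis, 9 for M1 markers and 10 for integrin α4β1 and the MCSF receptor. Chance thus cannot be excluded there for these lists. The count over the 100 splits was 3 for HIF targets and 1 for interferon response genes. Over the 60 balanced splits, only 1, the real one, was as large for M1 markers (median 0.27, highest other 0.23). The same held for integrin α4β1 and the MCSF receptor (-0.127, highest other 0.121), where the other median is close. The splits decide nothing for the genes of Table S1 (25 called, 1 of 100 splits as large and 3 in the highest other, and with balanced batches 42, 1 and 0) and of the interactome (9 called, 3 of 100 and 20, and with balanced batches 16, 1 and 0), because the study chose these genes wholly or in part for the real split of the same arrays. The 16 splits that part all same-numbered pairs are too few for a share under 0.05, with 1716 features in the real split, 1 split as large and 0 in the highest other, and what the batches stand for stays open.

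Interferon response genes, which the paper does not discuss as a group, were higher in WT BMDMs, with 28 of 28 measured genes on that side, 15 of them past the test and a median log2 difference of 0.81 (adjusted p = 9.03e-29, and adjusted p = 0.104 with an estimated correlation). The tables argue against the batches as the cause, since the lower of the medians within them was 0.69, and against a single array, since the lowest median with any 1 array left out was 0.70. Chance can be excluded over the 60 balanced splits (1 split as large, real median 0.81, highest other 0.70), although that other median is close. Open, as hypotheses, are a lower basal interferon response without Rac2, and an exposure of the WT mice or cultures to a virus or to endotoxin. The labels and the paper name no such exposure, and the paper's methods describe the Rac2-/- mice together with normal littermates. Neither hypothesis was tested, and no test run here tells them apart.

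S phase and mitosis genes were higher in Rac2-/- BMDMs as a set, with a median of -0.55 and adjusted p = 0.000408, and adjusted p = 0.514 with an estimated correlation, and none of the 33 genes passed singly. A single culture that stands apart is a candidate explanation, since without Rac2-/- array 5 the adjusted p was 0.199 and the median -0.13. A swap of that array with a WT array is excluded, because its Rac2 value was 7.20 and the lowest WT array had 11.81. Open are a higher rate of division in that culture at harvest, an outside sample under its label, and a smaller difference in the other arrays, and no biological explanation was tested.

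Some arrays lay far from the others of their group. Of 248 groups of 5 values, for 124 named genes in 2 groups, 20 held such an array, against about 12.4 by chance, and 19 of them were Rac2-/- arrays. In Rac2-/- array 5 these were Ifi27 at 9.85 (others 8.61 to 8.81), Slfn1 at 6.89 (8.74 to 9.26), Il1b at 8.43 (10.53 to 10.89), Nos2 at 5.97 (6.17 to 6.24), Gm4951 at 6.66 (8.96 to 9.85), Ifi44l at 6.65 (10.88 to 11.56), Hpgd at 10.29 (10.92 to 11.15), Itgax at 8.96 (7.49 to 7.90), Rrm1 at 10.80 (9.00 to 9.39), Bub1b at 9.41 (7.10 to 7.62), Mki67 at 10.51 (6.85 to 7.82), Ier3 at 8.92 (9.26 to 9.35), Atf3 at 9.93 (10.78 to 11.12), Oas3 at 9.82 (10.78 to 10.98) and Oasl1 at 8.67 (10.08 to 10.33). In Rac2-/- array 1 they were Ccl22 at 5.25 (5.56 to 5.65), Kdr at 7.65 (5.84 to 5.98), Insr at 9.55 (9.74 to 9.80) and Ldhb at 7.41 (8.51 to 8.62). Ifit3 was at 12.18 in WT array 1 (12.34 to 12.40).

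Further gene lists that the paper does not report on from its arrays as a group passed camera, all of them short of the threshold with an estimated correlation. Immediate early and heat shock genes had a median of 0.17 toward WT (adjusted p = 0.00145), mast cell and basophil markers 0.55 (adjusted p = 0.017) and fibroblast and stromal markers 0.21 (adjusted p = 0.0196). Sterol and fatty acid synthesis genes had a median of -0.28 (adjusted p = 0.000479) and TCA cycle genes -0.097 (adjusted p = 0.00113). The list named for integrin α4β1 and the MCSF receptor, which also holds other genes, had -0.13 (adjusted p = 0.00113).

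Among the largest differences are genes that the paper does not name. Higher in WT were Gm4951 (log2 difference 2.63, adjusted p = 0.0261), G530011O06Rik (2.55, adjusted p = 0.00223), the guanylate-binding protein Gbp4 (2.50, adjusted p = 0.00424), Ifi205 (2.44, adjusted p = 0.00488), Plac8 (2.36, adjusted p = 0.0257), Cxcl11 (2.18, adjusted p = 0.00228), Lrrc14b (2.11, adjusted p = 0.000834), Gdf3 (2.07, adjusted p = 0.000109) and Chic1 (2.00, adjusted p = 4.51e-06). Higher in Rac2-/- BMDMs were Ifi44l (-5.43, adjusted p = 0.00848), the endosomal protease Ctse (-3.29, adjusted p = 0.00391), Angptl7 (-2.57, adjusted p = 2.36e-05), the prostaglandin dehydrogenase Hpgd (-2.31, adjusted p = 0.000201), Plxdc2 (-2.14, adjusted p = 0.0234), Clmp (-2.04, adjusted p = 0.00223), the integrin Itgax (-1.95, adjusted p = 0.00424), the leukotriene-forming enzyme Alox5 (-1.87, adjusted p = 0.00779) and AI506816 (-1.80, adjusted p = 0.000618). The WT mean of Ifi44l lay near the lower end of the tested values, which limits how far the size of its difference can be read. Gm4951 missed the threshold in 7 of the 10 fits that leave out an array (highest adjusted p = 0.0738, without WT array 5), Plac8 in 5 (0.0771, without WT array 3) and Plxdc2 in 4 (0.068, without Rac2-/- array 3).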

How the results depend on the processing

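The batch term, ComBat, the fits within arrays 1 and 2 or within arrays 3 to 5, the estimated correlation combined with the replicate block, and the Reactome fits that leave out an array were chosen after seeing the data.

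The counts moved most with the replicate block, array weights, the residual component, the batch term, ComBat and the fits within a batch, while the log2 differences themselves are the same with the replicate block, the batch term and no block, since both groups hold the same numbers. Against 514 features (299 higher in WT, 215 higher in Rac2-/-), the replicate block called 1716 (818 and 898), array weights 1811 (976 and 835), the residual component as covariate 2519 (1183 and 1336), the batch term 2524 (1178 and 1346), ComBat then limma 4386 (2034 and 2352), arrays 1 and 2 only 2 (1 and 1) and arrays 3 to 5 only 1487 (823 and 664). The replicate block kept 507 of the 514 features, and the share higher in WT went from 58.2% to 47.7% with it. Leave-one-out fits called 245 to 625 features (141 to 377 higher in WT, 104 to 248 higher in Rac2-/-), with fewer arrays in each. Within 1.5 times of the first counts were no filter (446), the stricter filter (532), the trended robust variance (450), quantile normalization (536), median centring (497), the mean per gene (529), a minimum change of 0.5 (428) and the methods' t-test (446, of which 372 shared, and 2935 at the unadjusted threshold of 0.05). No scaling moved the share higher in WT by over 10 points.

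Of the 44 tested genes of Table S1, 25 were called, against 39 with the replicate block, 38 with array weights, 42 with the residual component, 42 with the batch term, 43 with ComBat and 0 in arrays 1 and 2 only. Of the interactome genes, 9 were called, against 15 with the block, 16 with the residual component, 16 with the batch term, 27 with ComBat, 0 in arrays 1 and 2 only and 5 to 8 in leave-one-out fits. Of 18 gene lists, 11 passed camera, and 0 with an estimated correlation, with or without the block, while fry called 10. Without Rac2-/- array 5 the lists of S phase and mitosis and of nucleotide metabolism were lost and those of G1 regulators and matrix degradation gained. For Reactome, 18 sets passed, against 92 with the block, 96 with the residual component, 96 with the batch term, 11 in arrays 1 and 2 only, 87 in arrays 3 to 5 only, 7 to 73 in leave-one-out fits and 0 with an estimated correlation, with or without the block. On the ratio of mean log2 values, 40 of the 44 printed folds of Table S1 lay within 0.05 of the arrays, against 0 on the linear scale. The cause was not tested, apart from the smaller number of arrays in fits within a batch or without an array.

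Directions turned only in results that did not pass the test. Chil3 had -0.039 to 0.84 in leave-one-out fits, below 0 without WT array 1. For gene lists the direction given here is that of the set test, not the sign of the median. The median of the NF-kB list stayed below 0 with any 1 array left out (-0.203 to -0.020). Medians changed sign for M2 markers (0.0055 in arrays 1 and 2, -0.067 in arrays 3 to 5) and monocyte markers (-0.12 to 0.049 in leave-one-out fits), among others. The direction of the set test turned for G1 regulators with the residual component (adjusted p = 0.963), the batch term (0.958), ComBat (0.879) and arrays 3 to 5 only (0.526). It turned for NF-kB genes with array weights (0.596), without Rac2-/- array 1 (0.447, leave-one-out 0.199 to 0.627) and in arrays 3 to 5 only (0.317), and for the neighbours of Rac2 without Rac2-/- array 1 (0.789, leave-one-out 0.457 to 0.975) and in arrays 3 to 5 only (0.99). Markers of T and NK cells turned in leave-one-out fits (0.551 to 0.993), in arrays 1 and 2 only (0.399) and with fry (0.998). Those of B cells turned with array weights (0.819) and in arrays 3 to 5 only (0.824), and those of osteoclasts with the residual component (0.994), ComBat (0.959), arrays 3 to 5 only (0.824) and without Rac2-/- array 2 (0.858, leave-one-out from 0.469). The cause was not tested.

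Over single genes and gene lists, 3314 values under an alternative kept their direction and side of the threshold, 224 passed it newly and 354 no longer passed it. Where the replicate block changed a call of a gene or list in the text, its value stands beside that result, and it changed no other call of a list. Signal over background limits genes near the lower end of the values, such as Ms4a4d, Adgrg7, Il6 and, in WT, Ifi44l.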

Differences from the paper's values

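The comparison with the batch term and ComBat was chosen only after the results were seen.

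For Ccnd2, Table S1 gives the paper's value 0.97 with an up arrow, and the arrays gave 1.24 as the ratio of the mean log2 values of WT and Rac2-/- BMDMs, the scale on which 40 of the 44 tested genes of the table lie within 0.05 of the printed value. On the linear scale the fold of Ccnd2 was 3.86. The ratio was 1.23 to 1.25 in all 22 settings and differed from the paper's in each of them, so no alternative set before the data were examined closes the gap. The direction, higher in WT, is that of the arrow. The other genes further than 0.05 from the table on the same scale were Kdr (the paper's 1.13 and 1.30 on the arrays), Mmp9 (1.19 and 1.13) and Ccl12 (1.2 and 1.25). The table's notes call its folds the expression value in WT divided by that in Rac2-/-, and on a linear scale 0 of the 44 lay within 0.05 of it.

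The paper describes WT BMDMs as M2 skewed and Rac2-/- BMDMs as M1 skewed. On the arrays all 5 genes that Fig. 5C gives as higher in WT and both that it gives as higher in Rac2-/- had that sign, and 3 and 1 of them passed the test. All 9 M1-reported genes named as higher in Rac2-/- had that sign (median -0.85), as did all 4 M2-reported genes named as higher in WT. The study chose these genes on the same arrays. The M1 marker Il1b leaned to Rac2-/- (-0.99, adjusted p = 0.423, and -1.45 with adjusted p = 0.00012 without Rac2-/- array 5). Against the paper's skew, the M1 marker Nos2 was higher in WT (log2 difference 1.61, adjusted p = 0.000703) and the M2 marker Mrc1 higher in Rac2-/- (-0.66, adjusted p = 0.00352). The M1 marker Tnf leaned to WT (0.69, adjusted p = 0.344). With the paper's skew, the M2 marker Mmp9 leaned to WT (1.25, adjusted p = 0.431). Of the 9 measured RT-PCR markers of M2, 4 had the higher mean in WT and 5, Mrc1 included, in Rac2-/-. For Ptgs2, arginase and VEGF among them, the paper's RT-PCR is of macrophages sorted from tumors. Its NOS result is nitrite from such macrophages after LPS, so the arrays of BMDMs do not test these results. The M1 list fixed before the data were examined had a median of 0.27 toward WT (adjusted p = 0.000464), though with adjusted p = 0.178 with an estimated correlation, and the M2 list did not pass (adjusted p = 0.578). Both calls and both directions hold with the replicate block. With any 1 array left out, the median of the M1 list was 0.16 to 0.32, and the list passed in all 10 fits. Of 100 splits of the arrays, 9 gave an M1 median as large (highest other 0.36). Of the 60 balanced splits 1 did (highest other 0.23). The M1 list holds the interferon-inducible Cxcl11, and interferon response genes were also higher in WT (median 0.81). Whether the lean of the M1 list is separate from theirs was not tested.

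The paper describes genes of the cell cycle as enriched in WT BMDMs. All 7 genes of Fig. 5B, Ccnd1 and Ccnd2 among them, had their higher mean in WT, while 30 of 33 S phase and mitosis genes had theirs in Rac2-/- BMDMs (median -0.55, adjusted p = 0.000408, and adjusted p = 0.514 with an estimated correlation). Without Rac2-/- array 5 that list did not pass (adjusted p = 0.199).

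Of the genes the paper lists as differing, 19 of the 44 tested genes of Table S1 had the sign of their arrow and did not pass the test. Tnfaip8 is among them, with a log2 difference of -0.36 (adjusted p = 0.74). This test held no batch term, while the paper's methods remove a batch effect, so the 2 are not like for like. Of the alternatives set before the data were examined, the replicate block called 39 of the 44, leaving out Mmp9, Mmp13, Fgl2, Tnfaip8 and Impdh1, the residual component 42, array weights 38, the mean per gene 32, quantile normalization 26 and the fit without Rac2-/- array 1 27. Fewer were called by the methods' t-test (20), no filter (23), the stricter filter, median centring and a minimum change of 0.5 (24 each) and the other fits that leave out an array (17 to 23). Among settings chosen after seeing the values, the batch term called 42, Tnfaip8 included (adjusted p = 0.0168), and kept all 514 features called without it. ComBat then limma called 43 and also kept all 514, and arrays 3 to 5 only called 29. These leave 2, 1 and 15 of the paper's 44 genes uncalled.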

Other observations

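The splits with balanced batches, the interferon tests of batches and single arrays and the fits with a batch term were chosen only after the results were seen, whereas the tests of HIF targets, endothelial markers, neighbours of Rac2 and Schlafen genes were written before. For the neighbours of Rac2 and the endothelial markers, the bound that counts as an exclusion was made stricter after the values had been seen, which turned the first from excluded to open and left the second as it was.

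The interferon response genes higher in WT BMDMs included sensors of viral nucleic acid, antiviral effectors and the transcription factor Stat2. Mx1, a GTPase that blocks influenza viruses, had a log2 difference of 1.82, Oasl1 1.66, Phf11d 1.61 (adjusted p = 0.0079), the nucleotide kinase Cmpk2 1.52 (adjusted p = 0.00361) and Rsad2 (viperin) 1.41 (adjusted p = 0.00463). Oas3 had 1.08, Usp18, which restrains interferon receptor signaling, 1.05 (adjusted p = 0.011), and Zbp1, a sensor of nucleic acid, 1.05. Herc6 (0.97), Slfn8 (0.84), Ifit1 (0.83), Stat2 (0.79), Ifit3 (0.73) and Ifih1 (0.63) passed too. With Ifi205 these are 15 of the 28 measured genes of the list, and 23 passed when adjusted over the list alone. The medians of the list were 0.69 within arrays 1 and 2 and 0.94 within arrays 3 to 5. Some of these calls rest on all arrays. Mx1 passed in 1, Stat2, Zbp1 and Herc6 in 2, Ifih1 in 3, Oas3 in 4, Ifit3 in 5, Slfn8 in 7, Oasl1 in 8 and Ifit1 in 9 of the 10 fits that leave out an array. The interferon-inducible genes Ifi44l and Ifi27 went the other way and were higher in Rac2-/- BMDMs.

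Sterol and fatty acid synthesis genes leaned to the Rac2-/- side, with Mvd, an enzyme of the mevalonate pathway, past the test (-0.73, adjusted p = 0.0141) and 2 of 25 genes when adjusted over the list alone (list adjusted p = 0.188 with an estimated correlation, medians -0.34 and -0.25 within batches). The list named for integrin α4β1 and the MCSF receptor, which the paper places upstream of Rac2, also holds other genes, such as Itgb5, Itgam and Hif1a. Its shift thus does not speak for these receptors alone. Of its 19 genes none passed, and 4 did on the Rac2-/- side when adjusted over the list alone or with the replicate block (list adjusted p = 0.0917 with an estimated correlation). Of 19 NF-kB and early inflammatory genes, Traf1 was higher in WT (0.72, adjusted p = 0.0428) and Ier3 in Rac2-/- (-0.71, adjusted p = 0.0264), and the list did not pass (adjusted p = 0.48). It did pass within arrays 1 and 2 (median -0.32, adjusted p = 0.0117) and not within arrays 3 to 5 (median 0.03, adjusted p = 0.317). Traf1 passed in 1 and Ier3 in 3 of the 10 fits that leave out an array. Among cell type lists, those of monocytes (adjusted p = 0.607), neutrophils (0.276), dendritic cells (0.244), T and NK cells (0.899), B cells (0.696), erythroid cells (0.696) and osteoclasts (0.844) did not pass. Within them, Plac8 and Ccr7 were higher in WT and Vcan and Itgax in Rac2-/-. The neutrophil list passed in 2 of the 10 fits that leave out an array, with the lowest adjusted p, 0.00785, without WT array 5. The dendritic cell list passed without Rac2-/- array 5 (adjusted p = 0.0012) and within arrays 1 and 2 (median -0.68, adjusted p = 0.00409). The fibroblast marker Col1a1 was at 7.82 in WT and 7.65 in Rac2-/-, and the mast cell protease Prss34 at 7.08 and 5.89.

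A hypothesis was that metabolic enzymes higher in Rac2-/- BMDMs belong to a programme of HIF targets. The 17 measured HIF targets that the paper does not name had a median of -0.25, with 13 of them on the Rac2-/- side and none past the test singly, and camera of limma with the replicate block gave p = 0.00195. Without the block p was 0.00318 from the same limma test, and with the block and an estimated correlation it was 0.173, so the values are consistent with such a programme only where genes are taken as nearly independent.

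Another hypothesis was that Schlafen, Ms4a4 and Ccl genes higher in WT are part of a type I interferon response there. The interferon response list holds none of the Ms4a4 and Ccl genes that Table S1 names. It holds the Schlafen gene Slfn8, so it is not wholly separate from the Schlafen genes. The list was higher in WT with camera of limma and the replicate block (unadjusted p = 5.56e-19), while with the block and an estimated correlation its adjusted p was 0.405. This is consistent with such a response where genes are taken as nearly independent, and does not show that the same signal drives both groups of genes.

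Endothelial cells in the WT cultures were weighed as a source of Kdr and Flt1. The median log2 difference of the other endothelial markers was 0.057, with members between -0.33 and 0.42, so markers of that cell type did not move by the 1.87 and 0.85 of Kdr and Flt1.

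Sequence around the targeted allele, carried along from the embryonic stem cells, could change genes beside Rac2 on chromosome 15. Of 100 neighbours, 4 passed the test, against 2.37% of genes elsewhere, a ratio of 1.69 (Fisher's exact test, two-sided, p = 0.304, 95% bounds 0.465 to 4.20 by the Clopper-Pearson method), so this cannot be told apart from no effect with so few genes. The list of 19 nearest neighbours did not pass (adjusted p = 0.751). With the replicate block 1 of them passed, on the Rac2-/- side, and the oxidase gene Ncf4 is among these neighbours.

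Xist was at 10.49 to 11.31 in WT and 10.92 to 11.54 in Rac2-/- arrays, above 96.8% of features. The Y-linked genes Kdm5d (3.93 to 4.22 in WT and 4.01 to 4.22 in Rac2-/-), Eif2s3y (2.75 to 2.87 and 2.68 to 2.99) and Uty (3.53 to 3.88 and 3.58 to 3.80) lay under the filter on low values. The labels give male mice, and the high Xist and low Y-linked values in all 10 arrays argue against that label.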
